# B2 SINE Copies Serve as a Transposable Boundary of DNA Methylation and Histone Modifications in the Mouse

**DOI:** 10.1093/molbev/msab033

**Published:** 2021-02-16

**Authors:** Tomoko Ichiyanagi, Hirokazu Katoh, Yoshinobu Mori, Keigo Hirafuku, Beverly Ann Boyboy, Masaki Kawase, Kenji Ichiyanagi

**Keywords:** SINE, epigenetics, intra-specific difference, chromatin boundary, transposable elements

## Abstract

More than one million copies of short interspersed elements (SINEs), a class of retrotransposons, are present in the mammalian genomes, particularly within gene-rich genomic regions. Evidence has accumulated that ancient SINE sequences have acquired new binding sites for transcription factors (TFs) through multiple mutations following retrotransposition, and as a result have rewired the host regulatory network during the course of evolution. However, it remains unclear whether currently active SINEs contribute to the expansion of TF binding sites. To study the mobility, expression, and function of SINE copies, we first identified about 2,000 insertional polymorphisms of SINE B1 and B2 families within *Mus musculus*. Using a novel RNA sequencing method designated as melRNA-seq, we detected the expression of SINEs in male germ cells at both the subfamily and genomic copy levels: the vast majority of B1 RNAs originated from evolutionarily young subfamilies, whereas B2 RNAs originated from both young and old subfamilies. DNA methylation and chromatin immunoprecipitation-sequencing (ChIP-seq) analyses in liver revealed that polymorphic B2 insertions served as a boundary element inhibiting the expansion of DNA hypomethylated and histone hyperacetylated regions, and decreased the expression of neighboring genes. Moreover, genomic B2 copies were enriched at the boundary of various histone modifications, and chromatin insulator protein, CCCTC-binding factor, a well-known chromatin boundary protein, bound to >100 polymorphic and >10,000 non-polymorphic B2 insertions. These results suggest that the currently active B2 copies are mobile boundary elements that can modulate chromatin modifications and gene expression, and are likely involved in epigenomic and phenotypic diversification of the mouse species.

## Introduction

Short interspersed elements (SINEs) are a class of transposable elements present in a wide variety of organisms (Vassetzky and Kramerov 2013) that originated from RNA polymerase III (Pol III)-transcribed genes such as tRNAs, 7SL RNA, and 5S rRNA (Ullu and Tschudi 1984; Daniels and Deininger 1985; Sakamoto and Okada 1985; Kapitonov and Jurka 2003), thus, SINE transcription depends on Pol III. Transposition involves reverse transcription of SINE RNAs and integration of the resultant cDNAs into a genomic DNA site, a process termed retrotransposition (Ichiyanagi 2013). While SINEs do not encode a protein, long interspersed elements (LINEs) present in the same genome provide a reverse transcriptase activity for SINE retrotransposition (Kajikawa and Okada 2002; Dewannieux et al. 2003; Dewannieux and Heidmann 2005). Due to the absence of protein-coding genes within these elements, SINE transcription alone does not cause a mutation by retrotransposition; rather, it has been proposed that SINE RNAs have functions regulating gene transcription and translation (Chu et al. 1998; Allen et al. 2004; Espinoza et al. 2004; Mariner et al. 2008). Moreover, it has been shown that a variety of ancient SINE families—LF-SINE, AmnSINE1, MIR, B3, B4, SINEC, and Mar1—have provided *cis* regulatory sequences during the course of mammalian evolution (Nishihara 2019).

SINEs exhibit tissue-specific expression patterns, implying they undergo epigenetic regulation. However, the related underlying mechanisms remain conjectural in that DNA methylation at CpG sites was proposed to play a role in repression of Pol III transcription (Besser et al. 1990; Englander et al. 1993; Liu and Schmid 1993), whereas later studies with cultured cells suggest that histone H3 lysine 9 (H3K9) methylation is more important for repression (Kondo and Issa 2003; Varshney et al. 2015).

The murine genome contains the SINE families of B1, B2, B3, B4, BC1, ID, MIR and AmnSINE1, encompassing a total of ∼1.4 million copies that occupy ∼7% of the genome (Waterston et al. 2002). The 7SL RNA-derived B1 family contains retrotranspositionally active copies (Dewannieux and Heidmann 2005). We previously reported that the B1 family is most highly expressed in testes, and while some copies show very low levels of DNA methylation in spermatogenic cells, they are heavily methylated in somatic cells (Ichiyanagi et al. 2011). The tRNA-derived B2 family also contains retrotranspositionally active copies (Dewannieux and Heidmann 2005). It is of interest that a murine B2 copy has been shown to constitute a boundary between chromatin domains enriched with H3K9 trimethylation (H3K9me3) and H3K9 dimethylation (H3K9me2), respectively (Lunyak et al. 2007). Accordingly, chromatin immunoprecipitation with sequencing (ChIP-seq) studies revealed that in the mouse strain C57BL6/J (B6), approximately 39,000 B2 copies (about 32% of all genomic B2 copies) carry binding sites for a chromatin insulator protein, CCCTC-binding factor (CTCF) or its binding competitor, activity-dependent neuroprotective protein (ADNP) (Bourque et al. 2008; Schmidt et al. 2012; Thybert et al. 2018; Kaaij et al. 2019). The B2-related ancient SINEs, B3 and B4, also provide a larger number of CTCF binding sites (Schmidt et al. 2012).

In this study, we delineated recent SINE retrotransposition and its impacts on the host epigenome and transcriptome. First, the recent retrotranspositional activity of B1 and B2 was investigated by identification of insertional polymorphisms between two mouse strains. Second, the expression profiles of SINEs were analyzed based on Northern blotting and a deep sequencing method specifically developed for this study. Finally, DNA methylation and ChIP-seq analyses revealed that a recently retrotransposed B2 copy formed a boundary in terms of DNA methylation and histone acetylation, and down-regulated its neighboring gene. Further analysis identified another instance in which a polymorphic B2 insertion created a chromatin boundary and down-regulated the neighboring gene. In addition, a total of > 200 insertionally polymorphic B2 copies retained their CTCF- or ADNP-binding ability. We explore the possibility that B2 retrotransposition has been involved in divergence of the host epigenome and gene expression pattern during the course of evolution.

## Results

### Genomic Analysis of SINE Copies

To study recent SINE retrotranspositional activity, we identified insertional polymorphisms between two laboratory mouse strains, C57BL6/J (B6) and MSM/Ms (MSM), derived from different subspecies that diverged approximately one million years ago. To identify insertions and deletions (indels) differing between these strains, we blasted the shotgun sequencing reads of the MSM genome (Takada et al. 2013) against the B6 genome (i.e. mouse reference genome) using the minimum gap penalty (see Materials and Methods section). This yielded a total of 4,578 indels ranging from 120 to 300 bp in length. These indel sequences were then analyzed by RepeatMasker, which revealed that 508 were generated by B1 retrotransposition and 1,241 by B2 retrotransposition (fig. 1*A*;supplementary table S1, Supplementary Material online). In the reference genome, the copy number of B2 (about 120,000) is lower than that of B1 (about 420,000). Therefore, the higher number of insertional polymorphisms within B2 compared to B1, together with the higher *in vitro* retrotransposition activities observed for B2 (Dewannieux and Heidmann 2005), suggests that B2 has been more active than B1 since their divergence occurred. The number of MSM-specific insertions were three times lower than B6-specific insertions. This suggests a lower retrotransposition rate in the MSM strain, although it is also possible that an assortment bias exists: for example, about 200-bp insertions could be more preferentially identified in the assembled reference genome than those in shotgun sequencing reads.

**Fig. 1.**
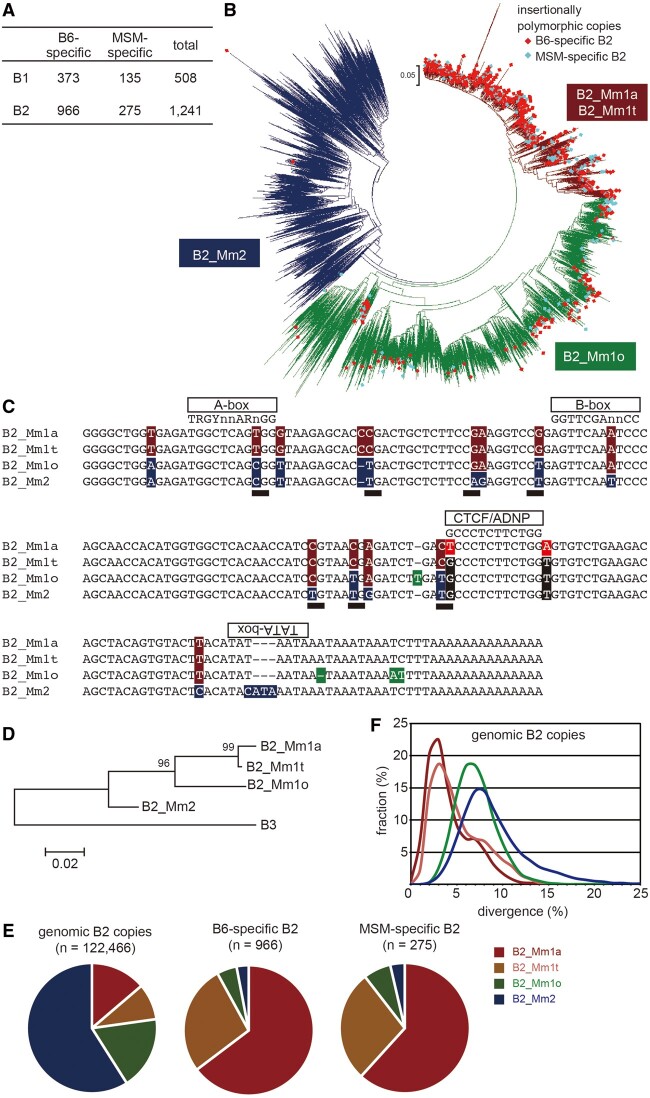
B2-generated indels between B6 and MSM.(*A*)Statistics of the indels identified in this study. (*B*)A neighbor-joining tree of 1,241 B2-derived indels and 6,000 B2 copies randomly selected from the reference genome sequence. B6- and MSM-specific copies are indicated in red and light blue diamonds, respectively. (*C*)The alignment of the consensus sequences of B2 subfamilies. The sequences for B2_Mm1a, B2_Mm1t, and B2_Mm2 were obtained from Repbase; B2_Mm1o consensus sequence was generated in the current study. A-, B-, and TATA-box as well as the CTCF/ADNP binding motif are indicated above the sequences. Nucleotides that are different between the subfamilies are highlighted. CpG sites found in at least one consensus sequence are indicated by filled rectangle. (*D*)Phylogenetic tree of the B2 subfamilies. The values on the clades indicate bootstrap values. Scale bar shows divergence rate (substitutions per site). (*E*)Pie chart representations of the numbers for genomic (left), B6-specific (middle), and MSM-specific (right) B2 copies categorized by subfamily. (*F*)Divergence of genomic B2 copies from the respective consensus sequences. Color codes for panels (*E*) and (*F*) are shown on the lower right.

Subfamily analysis of the insertionally polymorphic B1 copies (373 B6-specific and 135 MSM-specific) revealed that the vast majority belonged to B1_Mm, B1_Mus1, or B1_Mus2 (supplementary fig. S1, Supplementary Material online). These copies showed very limited divergence from the respective consensus sequences. In contrast, very few copies were polymorphic in the case of the older subfamilies (B1_Mur1, B1_Mur2, B1_Mur3, B1_Mur4, B1F, B1F1, and B1F2).

Similarly, phylogenetic analysis of B6- and MSM-specific B2 copies and 6,000 copies randomly selected from the reference sequence revealed that most of the polymorphic copies were clustered with those of B2_Mm1a and B2_Mm1t in the phylogenetic tree (fig. 1*B*; brown). In contrast, very few polymorphic copies were located in the B2_Mm2 clade (fig. 1*B*; blue). The remaining polymorphic copies were positioned between the B2_Mm1 and B2_Mm2 clades (fig. 1*B*; green); we hypothesized that this clade represents an unidentified subfamily. Thus, we constructed the consensus sequence using copies of this clade, disclosing that it carries both B2_Mm1-specific and B2_Mm2-specific nucleotides (fig. 1*C*). These results, together with the structure of the phylogenetic tree (fig. 1*D*) and numbers of polymorphic sites (fig.1*E*) suggest that this subfamily is evolutionally older than the B2_Mm1a and B2_Mm1t subfamilies. We designated this unidentified subfamily as B2_Mm1o (i.e.older). Using RepeatMasker, we reassigned all B2 copies in the reference genome sequence, and the new annotation criteria yielded about 17,000 (B2_Mm1a), 11,000 (B2_Mm1t), 22,000 (B2_Mm1o), and 72,000 (B2_Mm2) copies (supplementary table S2, Supplementary Material online). Nucleotide divergences of genomic copies from the respective consensus sequences (fig. 1*F*) were consistent with the following postulated evolutionary history: B2_Mm2 as oldest, B2_Mm1o as intermediate, B2_Mm1a and B2_Mm1t as the youngest. In comparison to B2_Mm1a and B2_Mm1t, much fewer B2_Mm1o copies were insertionally polymorphic (fig. 1*E*), although the genomic copy number of B2_Mm1o was higher than B2_Mm1a and B2_Mm1t.

### B2 RNA Expression in Testis

PCR or conventional RNA deep sequencing (i.e. mRNA-seq) cannot give precise amounts of SINE RNAs transcribed by their own promotors, because many SINE sequences reside in Pol II transcripts such as mRNAs. Using Northern blot analysis, we previously showed that B1 is expressed specifically in the testes (Ichiyanagi et al. 2011). Here, we investigated the B2 expression profile in adult mouse tissues by Northern blotting (fig. 2), which can detect B2 RNAs of ∼190 nucleotides. The analysis revealed that, similarly to B1, B2 was expressed in testes, whereas it was very weakly expressed in somatic tissues.

**Fig. 2.**
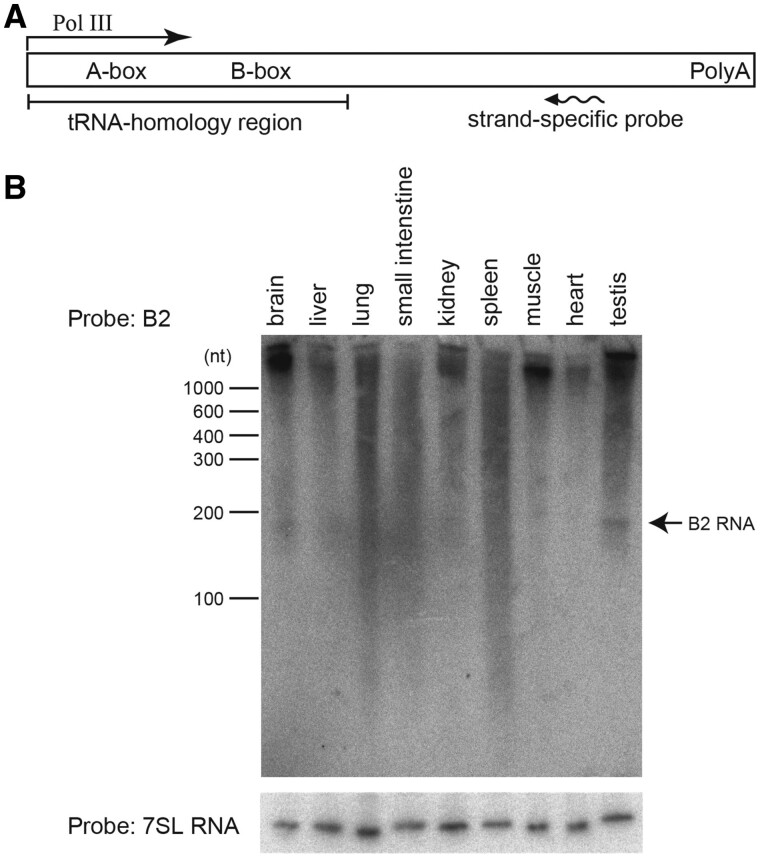
Expression analysis of B2 within tissues. (*A*)Position of the oligonucleotide probe used in panel *B*. (*B*)Northern blot results for somatic tissues and testis. The gel mobility of RNA markers (100–1,000 nt) is shown on the left, and the mobility of B2 RNA (∼190 nt) is indicated on the right; 7SL RNA (bottom) was used as an internal control.

### DNA Methylation Profile of Individual B2 Loci in Somatic and Spermatogenic Cells

DNA methylation is an important epigenetic modification for regulating the activity of Pol II promoters, although its role in Pol III regulation remains conjectural. Therefore, the DNA methylation levels of B2 copies were analyzed for spermatogenic cells (spermatogonia and spermatozoa) and in the liver as a somatic control in which B2 expression was scarcely detected.

For bisulfite-PCR sequencing analysis, we randomly selected 51 B2 copies from both polymorphic and non-polymorphic copies that had at least 4 CpG sites (supplementary table S3, Supplementary Material online), and the results revealed that most copies (47 of 51; 92%) were heavily methylated in both spermatogenic and liver cells (fig. 3). Only two copies (B2_09 and B2_35) showed a difference in methylation with heavier methylation in liver vs. spermatogenic cells. The other copies (B2_13 and B2_25) were primarily unmethylated in all cells analyzed. Thus, overall methylation levels of B2 copies did not differ significantly between germ and somatic cells.

**Fig. 3.**
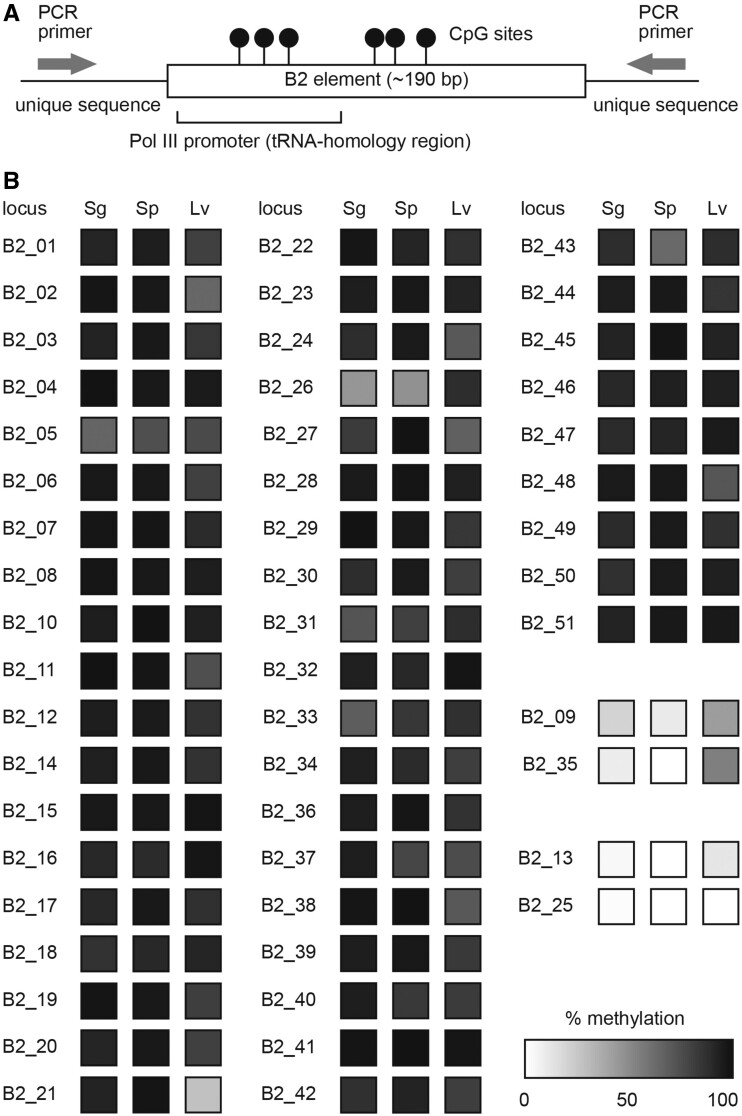
DNA methylation analysis of B2 copies using the bisulfite PCR method.(*A*)Schematic representation; lollipops indicate 4–8 CpG sites in the B2 sequences analyzed; PCR primers were designed for both flanking regions. (*B*)DNA methylation levels of 51 genomic B2 copies in spermatogonia (Sg), spermatozoa (Sp), and liver (Lv) are shown in grayscale.

### melRNA-Seq Analysis of B2 Expression in Germ Cells

Since Northern blotting does not discriminate subfamilies, we developed a new sequencing method to analyze SINE transcripts (fig. 4*A*, see Material and Methods for details). Briefly, we first converted the cap and triphosphate at the 5’ end of the RNA to a 5’ monophosphate by treating total testis RNA with tobacco alkaline phosphatase (TAP). Then, RNA adaptors were ligated to both ends of the RNA for cDNA synthesis and PCR amplification. After selection based on insert size, the libraries were sequenced on a MiSeq via 300-bp single-end sequencing. Sequencing reads containing the 3’ adaptor sequence should represent the entire RNA molecule from the 5’ to 3’ ends. These reads were retained and analyzed by RepeatMasker.

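RNA from whole testes, which Fig. S6 lists under postnatal day 7, was sequenced in 3 melRNA-seq libraries, each made from 600 ng of total RNA. One library was made from untreated RNA, one after 25 U of TAP for 1.5 h, and one after 20 U of 5' polyphosphatase for 0.5 h. TAP opens both caps and triphosphates at the 5' end to a monophosphate, whereas 5' polyphosphatase acts on triphosphates and leaves caps. Only an RNA with a 5' monophosphate accepts the 5' adaptor, so an RNA is read without enzyme only if it carries a monophosphate already. Inserts of 115 to 255 nt were selected with the TruSeq Small RNA kit. The authors removed the adaptor with Cutadapt, discarded reads without it, assigned the rest with RepeatMasker and deposited the number of reads per repeat or RNA name, without normalization. Table S4 gives 3150753 reads for the untreated library, 3307056 for the TAP library and 2712840 for the 5' polyphosphatase library. The reads assigned to a name numbered 1160933 in the untreated library, 1067851 in the TAP library and 1081523 in the 5' polyphosphatase library. Shares of reads were calculated from the totals of Table S4, and levels as RPM, reads per 1000000 5.8S rRNA reads of the same library. Each treatment has 1 library, so the differences between treatments have no replicate check. Shares are given with Wilson 95% confidence intervals and ratios with 95% intervals from the read counts, which compare the libraries, not the treatments. As the reads carry no molecular identifiers, these intervals cover counting error only. The choice of 5.8S rRNA as the denominator affects every RPM value, because its own share of reads differed between the libraries.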

**Fig. 4.**
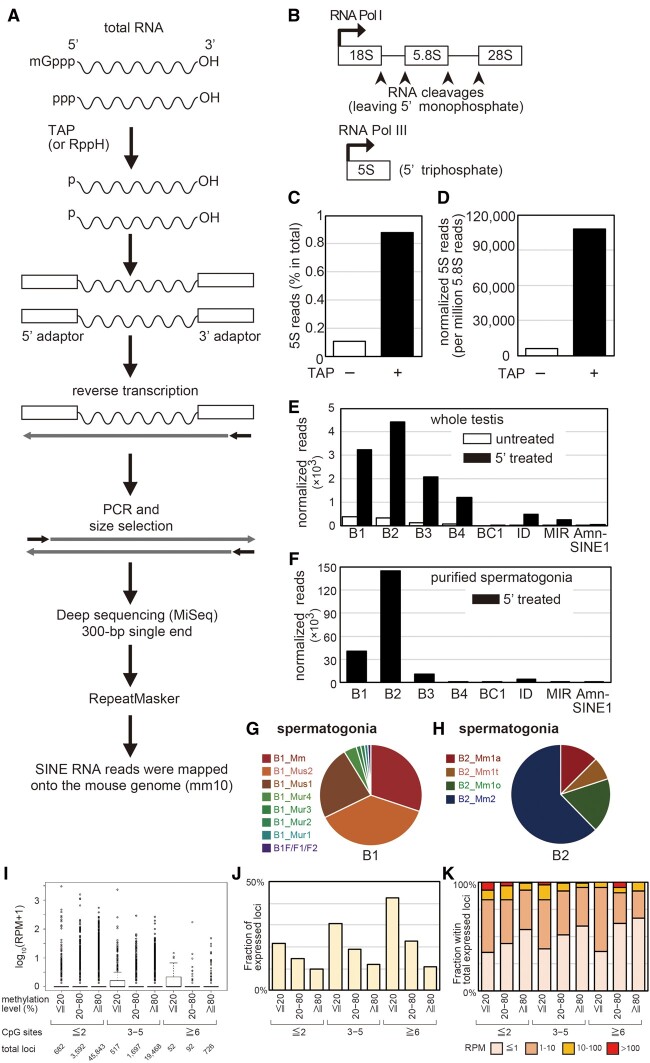
melRNA-seq analysis.(*A*)Schematic representation of melRNA-seq methodology. (*B*)Schematic representation of biosynthesis of 5.8S (top) and 5S (bottom) rRNAs. (*C*)The fraction (%) of 5S RNA reads in TAP-untreated (−) and -treated (+) melRNA-seq libraries prepared from testis RNA. (*D*)Fraction of 5S RNA reads normalized with 5.8S RNA reads in the testis. (*E*)5.8S RNA-normalized read counts of the SINE families in the testis library. White, TAP-untreated RNA. Black, TAP-treated RNA. F. 5.8S RNA-normalized read counts of the SINE families in the 5’-treated spermatogonia library. (*G* and *H*)Pie chart representations of read counts of B1 and B2 subfamilies, respectively, in spermatogonia. (*I*)Boxplots for expression levels of B2 loci categorized by the number of CpG sites and the level of methylation in spermatogonia. (*J*)Fraction of B2 loci that were expressed (at least one sequencing reads were mapped). The loci are categorized by the number of CpG and the level of methylation in spermatogonia. (*K*)Fraction of expressed loci giving an RPM value of 1 or less, 1–10, 10–100, and over 100. The loci are categorized by the number of CpG and the level of methylation in spermatogonia.

First, we evaluated the usability of the developed sequencing method based on sequence reads of the 5.8S (158 nt) and 5S (121 nt) rRNAs generated via different pathways: 5.8S rRNA carries a ligatable 5’ monophosphate generated by enzymatic cleavages of the 45S rRNA precursor, whereas Pol III-transcribed 5S rRNA contains a 5’ triphosphate end (fig. 4*B*). 

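The untreated testis library held 316124 reads of 5.8S rRNA, which were 10.0% of its sequenced reads (Wilson 95% interval 10.0% to 10.1%). After TAP there were 536018 such reads, or 16.2% (16.2% to 16.2%), and after 5' polyphosphatase 207996, or 7.67% (7.64% to 7.70%). The share of 5.8S rRNA thus differed between the libraries by more than the counting error.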

Regardless of enzymatic processing, many reads were derived from 5.8S rRNA as expected. In contrast, when total RNAs were not treated with TAP, very few reads (0.1% of total) were derived from 5S rRNA (fig. 4*C*). 

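In the untreated testis library, 3193 reads were assigned to 5S rRNA, which were 0.101% of the sequenced reads (Wilson 95% interval 0.0979% to 0.105%). The TAP library held 22417 reads of 5S rRNA, or 0.678% (0.669% to 0.687%). The 5' polyphosphatase library held 15080, or 0.556% (0.547% to 0.565%). The intervals of the treated libraries lay above that of the untreated library and did not overlap each other. As a share of the reads assigned to a name, 5S rRNA was 0.275% without enzyme and 2.10% after TAP.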

TAP treatment increased the recovery of 5S rRNA sequences by 18-fold when 5.8S rRNA reads were used as an internal control (fig. 4*D*). These results validated the accuracy of this newly developed method, in that intact RNA transcripts of about 100–300 nt in length, including those generated by RNA Pol III, were captured in sequencing libraries and analyzed at the nucleotide level. 

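Normalized by the 5.8S rRNA count of the same library, the 5S rRNA level was 10100.5 RPM in the untreated testis library and 41821 RPM in the TAP library. The ratio of the TAP library to the untreated library was 4.14 (95% interval from the read counts 3.99 to 4.30). In the 5' polyphosphatase library the level was 72501 RPM, 7.18 times that of the untreated library (6.91 to 7.46). With all assigned reads of each library as the denominator in place of 5.8S rRNA reads, the ratio of TAP to untreated was 7.63, and with all sequenced reads it was 6.69. The setting that moved it most, chosen after seeing the data, used the 5.8S rRNA count of the TAP library for the untreated library and that of the 5' polyphosphatase library for the TAP library, and gave 18.1.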

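Other small RNAs listed in the 3 testis libraries were compared in the same way. The counts give no read lengths, so full-length RNAs cannot be told apart from fragments of them. An effect of the size selection of each library cannot be excluded either. The Pol III transcript 7SK RNA, listed under its gene name Rn7sk, had 562 reads in the untreated library and 3276 in the TAP library, a ratio per 5.8S rRNA read of 3.44 (95% interval 3.14 to 3.76), and its ratio after 5' polyphosphatase was 2.29 (2.05 to 2.54). U6 snRNA, also made by Pol III, had only 39 reads without enzyme and 84 after TAP, and its ratio of 1.27 (0.869 to 1.86) was not distinguishable from no change at this depth, while per sequenced read the ratio was 2.05. After 5' polyphosphatase the ratio of U6 snRNA was 3.55 (2.44 to 5.16). The ratio of Y1 and Y3 RNA was 1.19 (0.831 to 1.71) after TAP, which was not distinguishable from no change either, with 1.93 per sequenced read, and 3.21 (2.24 to 4.60) after 5' polyphosphatase. All tRNA names together had 14147 reads without enzyme, and their ratio was 0.827 (0.809 to 0.846) after TAP and 1.93 (1.89 to 1.98) after 5' polyphosphatase. The ratio of tRNA after TAP was above 1 with all sequenced reads as the denominator, at 1.34.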

We designated this method as melRNA-seq (sequencing of medium length RNAs). RepeatMasker analysis of the sequencing reads of TAP-treated RNAs detected substantial amounts of B1 and B2 reads, and smaller numbers of B3, B4, BC1, ID, MIR, and AmnSINE1 (fig. 4*E*). 

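The TAP library held 673 reads of B1 (10 subfamilies, B1_Mm to B1F2), a level of 1256 RPM and 0.0204% of the sequenced reads (Wilson 95% interval 0.0189% to 0.0219%). It held 922 reads of B2 (B2_Mm1a, B2_Mm1t, B2_Mm1o and B2_Mm2), a level of 1720.1 RPM and 0.0279% of the sequenced reads (0.0261% to 0.0297%). B3, counted as B3 and B3A, had 429 reads or 800.3 RPM, and B4, counted as B4 and B4A, had 251 reads or 468 RPM. ID names had 98 reads or 183 RPM, and MIR names had 49 reads or 91.4 RPM. Of the ID reads, 64 were listed under the name ID_B1, which all ID values given here include. AmnSINE1 had 7 reads or 13.1 RPM, and BC1 had 4 reads or 7.46 RPM, close to the 5.60 RPM that 3 reads represent in this library. PB1 and FAM monomers, which are listed apart from B1, had 302 reads or 563 RPM.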

Very few SINE reads were detected in the library from untreated RNAs, indicating that these sequence reads were derived from Pol III transcripts rather than from degradation products of long transcripts.

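Without enzyme, 209 reads were assigned to B1 and 170 to B2, levels of 661 RPM and 538 RPM. B3 had 57 reads or 180.3 RPM, B4 had 31 reads or 98.1 RPM, ID had 12 reads or 38.0 RPM and MIR had 5 reads or 15.8 RPM. AmnSINE1 had 1 read and BC1 none, where 3 reads represent 9.49 RPM. The level of B1 was 1.90 times higher in the TAP library than in the untreated library (95% interval from the read counts 1.63 to 2.22), and that of B2 was 3.20 times higher (2.72 to 3.77). The same ratio was 4.44 (3.37 to 5.85) for B3, 4.78 (3.29 to 6.94) for B4, 4.82 (2.64 to 8.77) for ID and 5.78 (2.30 to 14.5) for MIR. For PB1 and FAM monomers together it was 0.979 (0.814 to 1.18), not distinguishable from no change, and 1.58 per sequenced read. This sum hides members that moved apart. FAM had 143 reads without enzyme and 122 after TAP. The PB1 names rose, with 25 and 94 reads for PB1, 5 and 44 for PB1D10, 8 and 26 for PB1D9 and 1 and 16 for PB1D7. With the 5' polyphosphatase library in place of the TAP library, the ratio rose to 8.52 (7.36 to 9.88) for B1 and to 10.7 (9.12 to 12.6) for B2. For PB1 and FAM monomers it was then 1.64 (1.34 to 2.00). LINE reads rose 1.86 times after 5' polyphosphatase (1.57 to 2.21) and LTR reads 1.67 times (1.48 to 1.90). Among repeats carried by long transcripts, LINE reads rose 1.22 times after TAP (1.05 to 1.42), while LTR reads stood at 0.831 times the untreated level (0.738 to 0.936). With all sequenced reads as the denominator these ratios were 1.97 for LINE and 1.34 for LTR, so the direction for LTR depended on the denominator. From the low number of SINE reads in the untreated library, the paper concludes that the SINE reads after TAP came from Pol III transcripts and not from degradation products of long transcripts.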

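Germ cells were examined separately with 2 melRNA-seq libraries of spermatogonia, the mitotic germ cells of the testis, sorted by their surface protein EpCAM from B6 mice at postnatal day 7. The paper's methods give 500 ng of RNA, treated with 25 U of RNA 5' pyrophosphohydrolase (RppH) for 1 h, and the NEBNext kit, while the sample labels repeat the 600 ng of the testis protocol. RppH leaves a 5' monophosphate, as TAP does. The authors trimmed and assigned the reads as for testis and deposited the number of reads per name for each replicate, without normalization. Replicate 1 had 6426081 reads and replicate 2 had 5209661 reads in Table S4, and the totals written in the deposited counts were 6138958 and 4949378. Of these, 3166394 reads of replicate 1 and 1993087 reads of replicate 2 were assigned to a name. The 5.8S rRNA denominator of RPM was 1236959 reads, or 19.2% of the sequenced reads (Wilson 95% interval 19.2% to 19.3%), in replicate 1 and 515608 reads, or 9.90% (9.87% to 9.92%), in replicate 2. Values for spermatogonia are means ± SD of the 2 libraries, and no test between spermatogonia and testis was made. Tissue, enzyme and kit all differ between these libraries and those of testis, so their effects cannot be told apart.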

Since testis contains both somatic and germ cells, we constructed melRNA-seq libraries from FACS-purified spermatogonia at postnatal Day 7 to see if SINEs are expressed in germ cells. 

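In spermatogonia, B1 took 0.516% ± 0.0519 (SD, n = 2) of the sequenced reads and B2 took 1.92% ± 0.108 (SD, n = 2). The B1 share was 0.480% (Wilson 95% interval 0.474% to 0.485%) in replicate 1 and 0.553% (0.547% to 0.559%) in replicate 2. That of B2 was 2.00% (1.99% to 2.01%) in replicate 1 and 1.85% (1.84% to 1.86%) in replicate 2. The replicates thus differed by more than the counting error, and in opposite directions for B1 and B2. The share of B2 was larger than that of B1 in both replicates. All other SINE families were less abundant, with 0.149% ± 0.0166 (SD, n = 2) for B3, 0.0560% ± 0.00159 (SD, n = 2) for ID, 0.0172% ± 0.000506 (SD, n = 2) for B4 and 0.00196% ± 0.000136 (SD, n = 2) for MIR. AmnSINE1 had 2 reads in replicate 2 and none in replicate 1, and BC1 had none in either. As shares of the assigned reads only, the values rose to 1.21% for B1 and 4.45% for B2.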

The results (fig. 4*F*) again showed high expression of B1 and B2: about 0.5% and 2.2% of sequence reads were assigned as B1 and B2, respectively. The expression levels normalized by 5.8S rRNA reads were higher in spermatogonia than those in testis by about 10-fold (B1) and 40-fold (B2) (compare fig. 4*E* and *F*), suggesting that the expression of B1 and B2 are much higher in germ cells than testicular somatic cells. 

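In spermatogonia the level of B1 was 40390 ± 21889 RPM (SD, n = 2) and that of B2 was 145337 ± 58569.5 RPM (SD, n = 2). Divided by the level in the TAP library of testis, B1 was 32.2 ± 17.4-fold (SD, n = 2) and B2 was 84.5 ± 34.1-fold (SD, n = 2) higher. The ratio of B1 was 19.8 in replicate 1 and 44.5 in replicate 2, and that of B2 was 60.4 in replicate 1 and 108.6 in replicate 2. Against the 5' polyphosphatase library of testis, the ratios were 7.17 ± 3.88 (SD, n = 2) for B1 and 25.2 ± 10.2 (SD, n = 2) for B2. Both families were therefore higher in each spermatogonia library than in either enzyme-treated testis library, by a factor that changed with the testis library chosen. Testis has 1 library per enzyme, so the spread of its level is unknown. Against the TAP library, the ratio was 13.9 ± 4.87 (SD, n = 2) for B3, 23.6 ± 11.3 (SD, n = 2) for ID and 2.79 ± 1.19 (SD, n = 2) for B4. It was 5.40 ± 1.74 (SD, n = 2) for LINE reads, 3.04 ± 0.822 (SD, n = 2) for LTR reads and 1.01 ± 0.885 (SD, n = 2) for 5S rRNA. From the higher levels of B1 and B2 per 5.8S rRNA read, the paper proposes that these SINEs are expressed much more in germ cells than in the somatic cells of the testis.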

Most (91%) of B1 RNAs were derived from the youngest subfamilies, B1_Mm, B1_Mus2, and B1_Mus1 (fig. 4*G*). Thus, the level of expression of each B1 subfamily is proportional to the number of insertionally polymorphic copies. In contrast, the B2 RNA profile indicated that the youngest subfamilies, B2_Mm1a and B2_Mm1t, contributed to only 20% of the total B2 RNAs (fig. 4*H*), and the majority were derived from the older subfamilies B2_Mm2 (62%) and B2_Mm1o (18%). 

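The 3 subfamilies B1_Mm, B1_Mus2 and B1_Mus1 together gave 91.0% ± 2.00 (SD, n = 2) of the B1 reads in spermatogonia. Their share was 89.6% (Wilson 95% interval 89.2% to 89.9%) of the 30815 B1 reads of replicate 1 and 92.4% (92.1% to 92.7%) of the 28806 B1 reads of replicate 2. The 7 older subfamilies made up the remaining 9.03%. With PB1 and FAM monomers counted as B1 too, the share of the 3 youngest subfamilies fell to 87.5%.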

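By subfamily, B1_Mus2 gave 35.6% ± 1.85 (SD, n = 2) of the B1 reads in spermatogonia, B1_Mm gave 31.4% ± 5.10 (SD, n = 2) and B1_Mus1 gave 24.0% ± 1.25 (SD, n = 2). The order of B1_Mus2 and B1_Mm was not the same in the replicates, with 36.9% against 27.8% in replicate 1 and 34.3% against 35.0% in replicate 2. B1_Mus1 was below both of them in each replicate. Among the older subfamilies B1_Mur4 was the most abundant at 4.08% ± 0.838 (SD, n = 2), followed by B1_Mur3 at 1.57% ± 0.357 (SD, n = 2), B1_Mur2 at 1.32% ± 0.324 (SD, n = 2) and B1_Mur1 at 1.05% ± 0.208 (SD, n = 2). B1F, B1F2 and B1F1 had 0.630%, 0.256% and 0.129%. Reads of near-identical subfamilies can be exchanged in the assignment by RepeatMasker, so the split among the youngest subfamilies is less certain than their sum. The numbers of polymorphic copies per subfamily were not analysed here.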

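Together, B2_Mm1a and B2_Mm1t gave 19.9% ± 0.713 (SD, n = 2) of the B2 reads in spermatogonia, B2_Mm1o gave 17.7% ± 0.445 (SD, n = 2) and B2_Mm2 gave 62.4% ± 0.267 (SD, n = 2). B2_Mm1a alone gave 12.5% ± 1.18 (SD, n = 2) and B2_Mm1t 7.45% ± 0.470 (SD, n = 2). The share of B2_Mm2 was 62.2% (Wilson 95% interval 61.9% to 62.4%) in replicate 1 and 62.5% (62.2% to 62.8%) in replicate 2, so that the intervals overlapped. The gap between B2_Mm2 and each other subfamily was far larger than the spread between replicates, and the order of the 4 subfamilies was the same in both. B2_Mm1o is a subfamily that the authors added to those of RepeatMasker, so these shares rest on their assignment.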

When the B2-derived reads were mapped onto the reference mouse genome, about 40% of them were mapped uniquely to a single locus with no mismatch. Two biological replicates showed good accordance (Pearson’s*R* = 0.997 at subfamily level and R = 0.93 at locus level; Supplementary Fig. S2), and identified a total of 8,088 expressed loci with a maximal RPM (reads per million 5.8S rRNA reads) of about 3,000. 

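Across the 4 B2 subfamilies, Pearson's r between the spermatogonia libraries was 0.995 for log10(RPM + 1), and 0.999 for RPM without the log. With the B1 subfamilies included, r was 0.997 over 14 subfamilies. Over the 943 names with a read in either library, Pearson's r of log10(RPM + 1) was 0.960 and Spearman's rho was 0.902. With a pseudocount of 0.1 in place of 1, this r fell to 0.874. Names are not independent replicates, and these values describe the pair of libraries. A correlation does not respond to a common factor, and the RPM of replicate 2 was 1.80 times that of replicate 1 for B2 and 2.24 times for B1. In a chi-square test over the 513 names with at least 10 reads in total, the statistic was 496 times its 512 degrees of freedom. Over the 34 SINE names alone it was 40.3 times its degrees of freedom (p = 9.1e-259, chi-square test of the reads). The reads of the replicates thus differed by more than counting noise, which with counts this large is reached by small differences too. Individual B2 loci were not analysed here.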

The expression levels largely followed the power law (supplementary fig. S3, Supplementary Material online), and varied by three orders of magnitude. Thus, more than a half of the loci (4,352 loci) showed RPM values of <1, while only 5 loci showed RPM of >1,000.

Using published DNA methylome data for spermatogonia at postnatal Day 7 (Kubo et al. 2015), methylation levels of individual loci were analyzed. Since the number of CpG sites in a copy varied largely, we categorized B2 copies based on the CpG number as well as the methylation level. This revealed that, for B2 copies with ≧3 CpG sites, the expression levels were higher in loci with lower methylation (fig. 4*I*). Larger fractions of loci were expressed (at least one sequence reads in either replicate were mapped) in the groups with lower methylation levels (fig. 4*J*). Moreover, a tendency was observed where loci showing a lower methylation level gave higher expression (fig. 4*K*). But, we also note that the effect of DNA methylation became less in CpG-poor B2 loci (compare the three categories by CpG number in fig. 4*J*). Therefore, in spermatogonia, the level of CpG methylation was one of determinants of the expression levels for CpG-rich, evolutionally young copies, but if mutations at CpG sites were accumulated, DNA methylation had less impact on the expression.

### B2 Copies Formed Boundaries of DNA Methylation and Histone Modification Domains

During the course of our study on methylation of individual B2 loci shown in fig. 3, we noted that B2_25—a copy of B2_Mm1a that is unmethylated in all cell types (fig. 3 and supplementary fig. S4, Supplementary Material online)—was located between regions that were unmethylated and heavily methylated in liver (fig. 5). This locus was located 200 bp upstream of the transcription start site (TSS) of the *Arcn1* gene. This B2 copy and the region around the TSS were unmethylated; however, the four CpG sites adjacent to the B2 sequence (fig. 5, Region B) as well as those in regions further upstream (fig. 5, Regions C − E) were heavily methylated. Therefore, this B2 copy resides at a boundary separating hypomethylated and hypermethylated domains. Such a boundary effect was also observed in the brain, spleen, lung, muscle, small intestine, and kidney (supplementary fig. S4, Supplementary Material online). In sperm, the hypomethylated region around the TSS became wider as seen with many CpG islands (Molaro et al. 2011), thus the methylation boundary translocated to a further upstream region (fig. 5, Regions D and E). These results suggest the possibility that in somatic tissues a hypomethylated region is formed across the TSS, but does not extend beyond B2_25. To test this, we analyzed DNA methylation levels in the liver of MSM mice where this B2 copy is absent, and revealed that the hypomethylated region was extended to the upstream region (fig. 5). The methylation difference between the strains was also observed as an allelic difference in F1 hybrids, indicating the *cis* effect of the B2_25 insertion as a DNA methylation boundary.

**Fig. 5.**
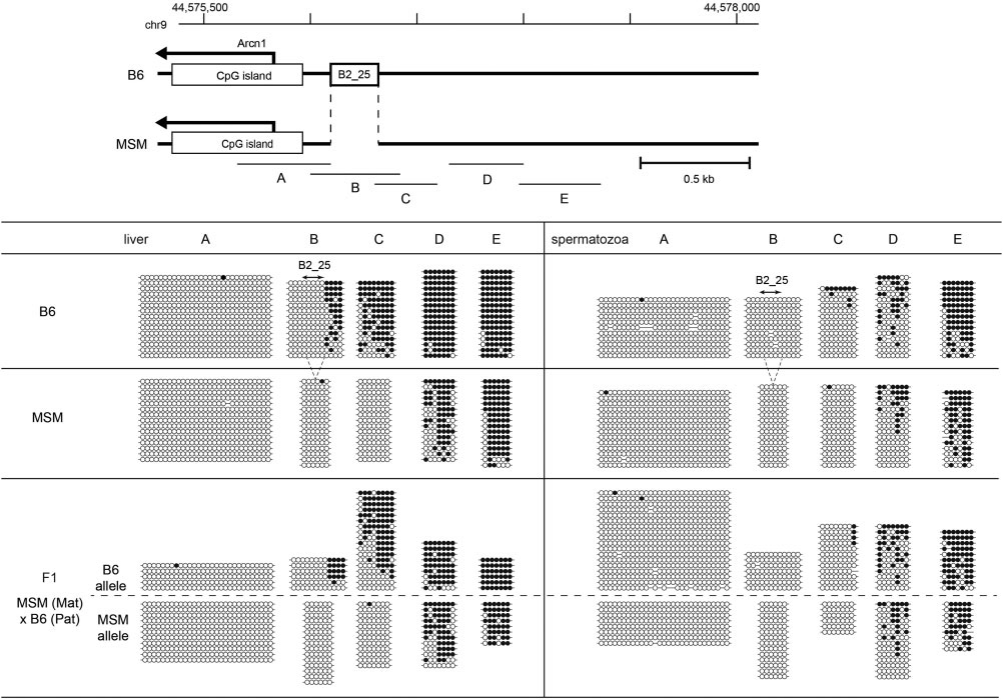
DNA methylation states surrounding B2_25 in B6, MSM, and F1 mice.Methylation status of the regions A–E in liver and spermatozoa are shown; open and closed circles represent unmethylated and methylated CpG sites, respectively. Each horizontal line represents a single PCR clone. The position of the B2_25 insertion is indicated.

Because DNA methylation likely reflected histone modification status, we carried out ChIP-seq analysis for histone H3 lysine 9 acetylation (H3K9ac) using livers from B6, MSM, and their hybrids (fig. 6*A*). We detected a ChIP-seq peak in the regions surrounding the TSS of *Arcn1* in both strains. Importantly, the hyperacetylated region ended at the site of B2_25 insertion in B6, whereas it was extended upstream in MSM mice. ChIP-seq results of the reciprocal F1 hybrids showed an allelic difference in the region beyond B2_25, where the MSM allele was hyperacetylated (fig. 6*B*), again indicating the *cis* effect of B2_25 insertion.

**Fig. 6.**
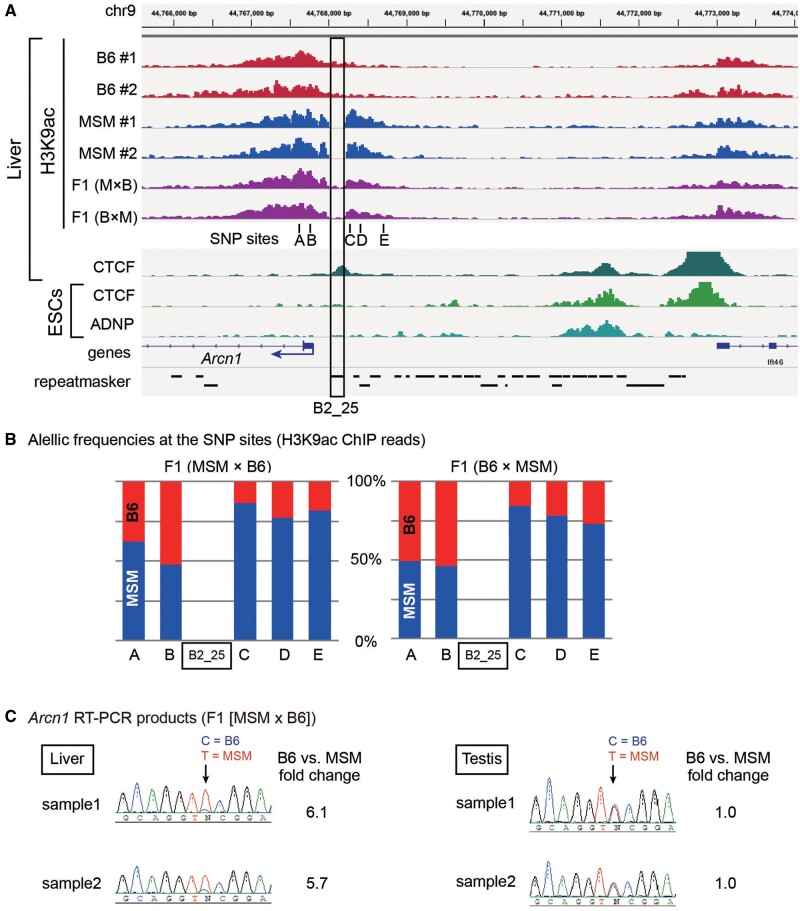
Chromatin boundary formed at B2_25.(*A*)ChIP-seq data of H3K9 acetylation (H3K9ac) for B6 (two individuals, red), MSM (two individuals, blue), and F1 hybrids (generated by reciprocal crosses, purple). (*B*)Allelic frequencies in the ChIP-seq reads obtained from the F1 hybrids are shown at known SNP positions (A–E) indicated in panel *A*. (*C*)Electrophoregrams from Sanger sequencing analysis of RT-PCR products for *Arcn1* in liver and testis from F1 hybrids.

The H3K9ac modification is involved in the transcriptional activation, and the length of the modified region has been proposed to be correlated to the robustness of chromatin states (Dodd et al. 2007). Consistent with the difference in the size of the H3K9ac peak, transcription of the *Arcn1* gene in the liver was about 6-fold higher in the MSM (B2-free) allele vs. the B6 (B2-containing) allele within the F1 hybrid mice (fig. 6*C*). These results suggest that, by inhibiting the expansion of active chromatin, this B2 insertion is involved in intra-species divergence of the expression of *Arcn1*. Such boundary function may suggest binding of CTCF, a well-known chromatin boundary protein. Indeed, published CTCF ChIP-seq data for liver disclosed the CTCF binding at the site of this B2 copy (fig. 6*A*).

To extend our finding, we also searched for insertionally polymorphic B2 copies residing at the ChIP-seq peak boundary, and identified a B2_Mm1a copy in the upstream region of the TSS of the *Nnt* gene (fig. 7*A*). Consistent with the size difference in the H3K9ac peak, the MSM (B2-free) allele showed ∼2-fold higher expression than the B6 (B2-containing) allele within F1 hybrids (fig. 7*B*). In this instance, again we detected a CTCF peak in liver (fig. 7*A*). Moreover, based on published ChIP-seq data for CTCF and ADNP, a binding competitor of CTCF, in embryonic stem cells (ESCs) (Kaaij et al. 2019), this copy was occupied by both proteins.

**Fig. 7.**
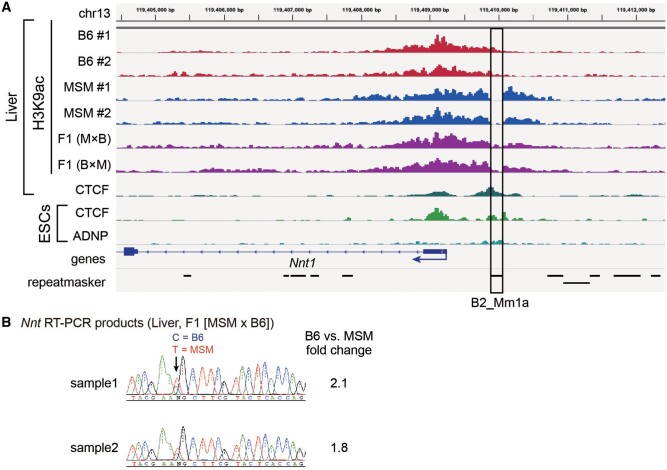
Chromatin boundary formed at the B2 copy upstream of *Nnt*.(*A*)ChIP-seq data of H3K9 acetylation (H3K9ac) for B6 (two individuals, red), MSM (two individuals, blue), and F1 hybrids (generated by reciprocal crosses, purple). (*B*)Electrophoregrams from Sanger sequencing analysis of RT-PCR products for *Nnt* in liver of F1 hybrids.

To expand these findings, we analyzed the ENCODE data (Iwasaki et al. 2020), revealing enrichment of B2 copies in regions neighboring ChIP-seq peaks of H3K9ac, H3K36me3, and H3K79me2 (fig. 8*A*). Weak enrichment was seen around H3K4me1 and H3K27me3 peak boundaries, whereas B2 was not enriched in H3K27ac and H3K4me3 boundaries. B1 was slightly enriched in peak boundaries of H3K9ac, H3K36me3, and H3K79me2 (fig. 8*B*), whereas LINEs and LTR elements were not enriched in peak boundaries (fig. 8*C* and *D*). These results suggest that, regardless of insertional polymorphism, B2 copies tend to comprise boundaries of histone modifications genome-wide. Similarly, analysis of published CTCF ChIP-seq data revealed that many genomic copies of all B2 subfamilies comprised CTCF binding sites in liver, ESCs, and spermatids (haploid male germ cells) (fig. 9*A*), which is consistent with previous reports (Bourque et al. 2008; Schmidt et al. 2012; Thybert et al. 2018; Kaaij et al. 2019). Especially, CTCF bound to many genomic sites in ESCs (fig. 9*B*), and B2 copies accounted for 16% of these CTCF binding sites (fig. 9*A*). The binding capacity was not related to the number of methylated cytosines in the respective B2 copies (fig. 9*C*). In addition, over 13,000 B2 copies from the all subfamilies bound to ADNP in ESCs (fig. 9*D*). On the other hand, CTCFL (also called BROIS), a germline-specific CTCF-like protein with a similar binding specificity, merely bound to B2 copies in spermatids (fig. 9*A*). It should be emphasized that more than one tenth of recently retrotransposed B2 copies, most of which are B2_Mm1a or B2_Mm1t, have resulted in the generation of new CTCF/ADNP-binding sites during recent mouse evolution (fig. 9*E*). Therefore, it is likely that, rather than the CTCF/ADNP-binding activity being acquired by undergoing sequence changes, this activity is built-in the original B2 copies of retrotranspositional expansion. It is of note that the consensus sequences of B2 subfamilies harbor the CTCF binding motif (fig. 1*C*). However, we noticed that most of boundary-associated B2 were not bound to CTCF (supplementary fig. S5*A*, Supplementary Material online). Therefore, whereas CTCF bound to the *Arcn1*- and *Nnt*-proximal B2 copies, CTCF binding is not a general requirement for the B2 function to serve as a boundary of histone-modified regions. The fractions of subfamilies were largely proportional to their genomic copy numbers (supplementary fig. S5BC, Supplementary Material online).

**Fig. 8.**
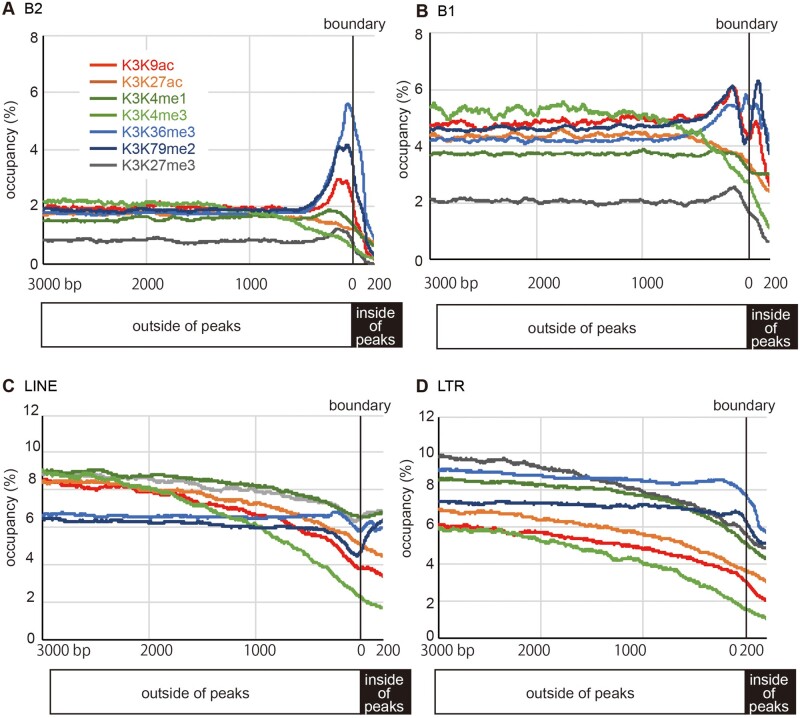
Enrichment of genomic B1 and B2 copies at Chromatin boundaries.Genomic occupancies of B2 (*A*), B1 (*B*), LINE (*C*), and LTR elements (*D*) are shown in the indicated positions with respect to the boundaries of ChIP-seq peaks of various histone modifications. The color codes for histone modifications are shown in panel *A*. The numbers of ChIP-seq peaks are 29,230 (H3K9ac), 38,492 (H3K27ac), 77,192 (H3K4me1), 16,888 (H3K4me3), 88,353 (H3K36me3), 68,593 (H3K79me2), and 33,402 (H3K27me3).

**Fig. 9.**
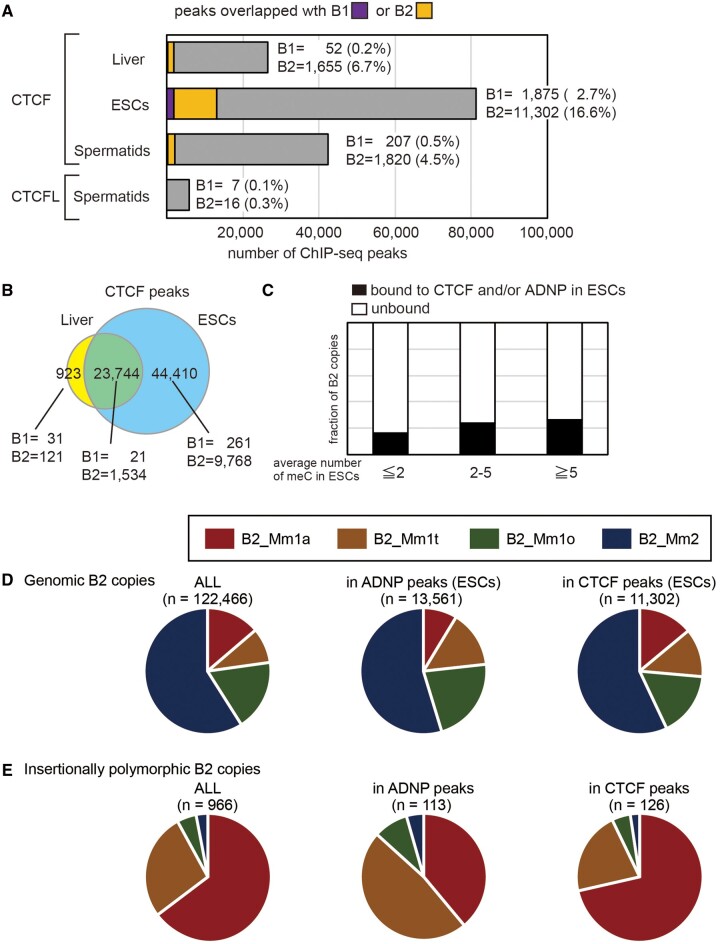
Genomic B2 copies form CTCF, CTCFL, and ADNP binding sites.(*A*)The numbers ChIP-seq peaks for CTCF, CTCFL, and ADNP in liver, ESCs, and round spermatids. Peak summits within genomic B1 and B2 copies are colored purple and orange, respectively. The exact numbers and proportions (%) are shown on the right. (*B*)Venn diagram of CTCF peaks identified in liver and ESCs. The numbers of B1 and B2 copies overlapped with liver-specific, shared, and ESC-specific copies are shown on the bottom. (*C*)Statistics of DNA methylation levels for B2 copies in terms of DNA methylation and CTCF binding. Genomic B2 copies are categorized according to the number of methylated CpG sites in ESCs. (*D*and *E*)Pie chart representation of B2 subfamilies in total, CTCF-bound, ADNP-bound genomic (*D*), and polymorphic copies (*E*).

On the other hand, B1 contributed a very minor fraction of CTCF binding sites (fig. 9*A*), and no insertionally polymorphic B1 copies bound to CTCF (supplementary fig. S1, Supplementary Material online).

## Discussion

It is known that a number of retrotransposon insertions are polymorphic between inbred mouse strains, such as B6, A/J, DBA2/J, 129S1/SvImJ, and 129X1/SvJ(Akagi et al. 2010), which are implicated in intra-species differences in gene expression and heterochromatin formation (Rebollo et al. 2011; Li et al. 2012; Akagi et al. 2013; Inoue et al. 2017). Here, we identified a total of ∼1,700 B1 and B2 insertions that are polymorphic between the B6 and MSM strains, which are of different subspecies origin (fig. 1). We note that the insertional difference between two inbred mouse lines of different subspecies origin does not necessarily indicate that the element is polymorphic between the two subspecies. There could be insertional polymorphism even within a subspecies, and inbreeding could have fixed one of the states in the given mouse line. Even if so, it is evident that these polymorphic SINE insertions represent recent retrotransposition events and give us a clue to explore the impact of their retrotransposition on the gene regulation.

Most insertionally polymorphic B1 copies belong to young subfamilies as expected, including B1_Mm, B1_Mus1, and B1_Mus2. Likewise, insertionally polymorphic B2 copies comprise the B2_Mm1a and B2_Mm1t subfamilies, whereas the B2_Mm2 subfamily has almost become extinct (fig. 1). During phylogenetic analysis, we identified a cluster distinct from B2_Mm1a and B2_Mm1t, which is designated here as B2_Mm1o. Many copies of the B2_Mm1o subfamily exhibit insertional polymorphism between the strains, but much less than those of B2_Mm1a and B2_Mm1t. A notable possibility is that the polymorphic B2_Mm1o copies could be due to ancestral polymorphism as they may have retrotransposed prior to divergence of the two subspecies, followed by incomplete lineage sorting.In any event, retrotransposition activity of the B2_Mm1o subfamily may have been severely decreased or already lost, while still retaining transcription capacity.

SINE expression levels cannot be precisely determined via conventional RT-qPCR and mRNA-seq analyses, because many SINE copies reside within mRNAs, particularly in the 3’ UTRs. Northern blotting can discriminate *bona fide* SINE RNAs and long RNAs carrying a SINE sequence based on differences in length. Therefore, we employed Northern blotting here and in a previous study (fig. 2; Ichiyanagi et al. 2011) to detect both types of RNAs hybridizing to B1- or B2-specific probes, and revealed that verified SINE RNAs are produced specifically within the testes in males; however, expression at the subfamily level could not be determined. A major technical advance in this study is the development of melRNA-seq for massive sequencing of whole length SINE RNAs, thereby precisely determining the expression levels of SINE subfamilies and genomic copies (fig. 4). SINE RNAs transcribed by RNA Pol III should have a triphosphate or a cap at the 5’ ends, which can be enzymatically removed for RNA ligation to prepare sequencing libraries. After validating the method principle by examining the read counts of 5.8S and 5S rRNAs, we detected SINE RNA expression in spermatogonia, which are developing germ cells present in testis. In the case of B1, the vast majority originated from copies of retrotranspositionally active subfamilies, suggesting that RNA abundance is a major determinant of retrotransposition activity. In the case of B2, however, RNA abundance is similar to the abundance of the genomic copies of each subfamily, and is not related to recent retrotransposition activity. Thus, other factors, such as the affinity of L1-encoded reverse transcriptase (Dewannieux and Heidmann 2005), may be involved in the efficiency of retrotransposition. 

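For each B2 subfamily, its share of the B2 reads in spermatogonia was divided by its share of the genomic B2 copies, taken from the paper's copy numbers, which are the paper's own and rounded. The paper gives 17000 copies of B2_Mm1a, 11000 of B2_Mm1t, 22000 of B2_Mm1o and 72000 of B2_Mm2, which are 13.9%, 9.02%, 18.0% and 59.0% of their sum. The quotient was 1.06 ± 0.00453 (SD, n = 2) for B2_Mm2 and 0.984 ± 0.0247 (SD, n = 2) for B2_Mm1o. It was 0.894 ± 0.0848 (SD, n = 2) for B2_Mm1a and 0.826 ± 0.0521 (SD, n = 2) for B2_Mm1t. The 2 youngest subfamilies thus had quotients under 1 in both replicates. The SD does not include the rounding of the copy numbers. These quotients hold for spermatogonia only. In testis, B2_Mm1a and B2_Mm1t together had 28.5% of the B2 reads after TAP and 27.2% after 5' polyphosphatase. There B2_Mm2 had 39.3% and 38.8%, below its share of the copies.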

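The reads assigned to a name were divided into RNA classes in each melRNA-seq library. Small nucleolar RNAs (snoRNAs) made up 69.7% of the assigned reads of untreated testis RNA, 16.1% after TAP and 76.1% after 5' polyphosphatase. Spliceosomal and other small nuclear RNAs (snRNAs) made up 1.42% without enzyme, 28.9% after TAP and 1.18% after 5' polyphosphatase. In spermatogonia, snoRNAs made up 17.0% in replicate 1 and 13.8% in replicate 2, and snRNAs 8.39% and 19.6%. The class of tRNAs made up 1.22% of the assigned reads of untreated testis RNA, 1.86% after TAP, 1.66% after 5' polyphosphatase, and 2.38% and 3.55% in the spermatogonia replicates. SINEs made up 0.0598% without enzyme, 0.270% after TAP, 0.296% after 5' polyphosphatase, and 5.59% and 6.92% in the spermatogonia replicates. Names for 18S and 28S rRNA were listed only for spermatogonia. Together they made up 26.7% of the assigned reads in replicate 1 and 28.2% in replicate 2. Part of the testis snRNA reads carry shortened names that do not identify an RNA, and 140370 of the 308374 snRNA reads after TAP were listed under such a name, snRNA_small.

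**Figure D1:**
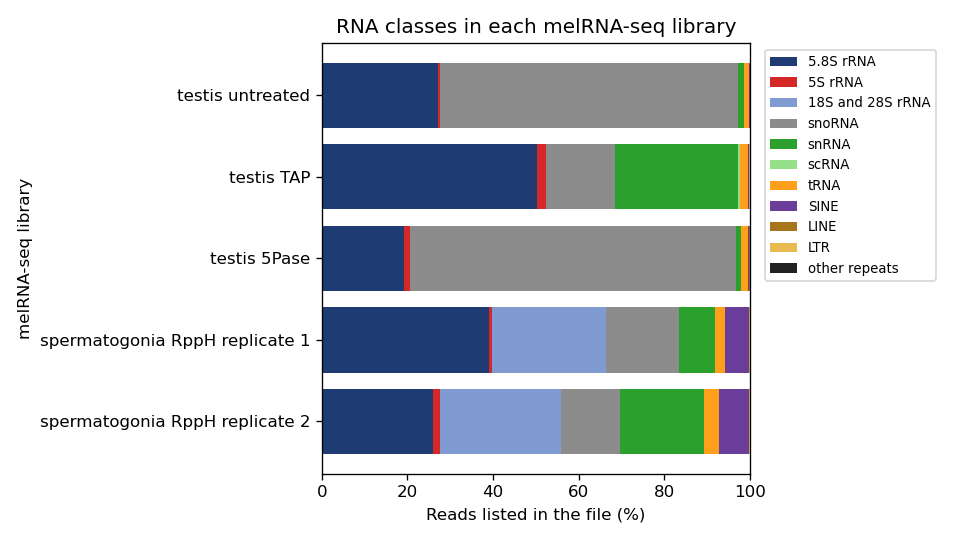
Share of each RNA class among the reads assigned to a name (x axis, %) in each of the 5 melRNA-seq libraries (y axis; 5Pase, 5' polyphosphatase). Each bar adds up to 100% of the assigned reads of a library; snRNAs (green) take 28.9% after TAP against 1.18% after 5' polyphosphatase, and SINEs (purple) take 5.59% and 6.92% in the spermatogonia replicates.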

The melRNA-seq analysis established here offers a comprehensive method to analyze cell type-specific expression of a variety of medium length non-coding RNAs, including not only SINEs but also tRNA species, snRNAs, and snoRNAs when libraries are prepared based on appropriate insert lengths.

The effect of DNA methylation on Pol III transcription seems to differ between individual genes. Enzymatic methylation of CpG sites in the DNA template has been demonstrated to inhibit the Pol III transcription of a tRNA gene when injected into *Xenopus* oocytes (Besser et al. 1990) and a human *Alu* SINE copy when added to nuclear extracts (Englander et al. 1993), whereas the template DNA methylation does not inhibit the Pol III transcription of a 5S rRNA gene (Besser et al. 1990). A recent study showed that loss of DNA methylation does not increase *Alu* RNAs in HeLa cells and B1 and B2 RNAs in mouse fibroblasts (Varshney et al. 2015), suggesting that their transcriptional regulation is independent of DNA methylation when a bulk of copies are considered together. Here, we analyzed the relationship between DNA methylation and expression at thousands of genomic B2 copies in cells showing high expression of SINEs (Fig. 4IJK). This revealed that, among B2 copies that have ≥3 CpG sites, hypomethylated copies were more preferentially transcribed. However, B2 copies with ≤2 CpG sites showed smaller expression difference by the level of DNA methylation. Evolutionarily young B2 copies have a higher number (typically, >5) of CpG sites, and our data suggest that transcription of these copies are likely regulated, at least partly, by DNA methylation. In contrast, genomic copies of the oldest B2_Mm2 subfamily contain less CpG sites, while providing more than half of B2 RNAs in spermatogonia (fig. 4*H*). Since no CpG site in B2 constitutes the sequence motifs (A- and B-boxes) of the Pol III promoter (fig. 1), DNA methylation-mediated transcriptional inhibition is likely due to recruiting methylated CpG-binding domain (MBD) proteins to the SINE regions (Varshney et al. 2015), rather than direct inhibition of Pol III binding. Given that CpG sites are hot spots of base substitutions during evolution (i.e.hypermutable), it is tempting to speculate that, young B2 copies are initially regulated by CpG methylation, and they gradually escape from this epigenetic regulation by losing the CpG sites during evolution.

During DNA methylation study of 51 genomic B2 copies, we found that the B2_25 copy resides at a boundary between the TSS surrounding hypomethylated region and the upstream hypermethylated region (fig. 5). We then took advantage of the absence of B2_25 in MSM, and showed that its removal results in disappearance of the boundary at the corresponding site, thus extending the hypomethylated region. Moreover, H3K9 acetylation level also differs across B2_25, and again its removal extends the acetylation domain (fig. 6). Consistent with such changes in DNA and histone modifications, the expression level of the neighboring gene, *Arcn1* in this case, was lower if B2 is present (fig. 6). The *Arcn1* gene encodes the delta subunit of the COP I complex involved in retrograde transport of proteins, such as endoplasmic HSP70 (i.e. BiP), from the Golgi apparatus to the endoplasmic reticulum (ER). Thus, it could be speculated that this activity is higher in MSM compared to B6 mice, which may allow for differentiation of the strains in terms of ER stress response. Another example of the B2-mediated boundary is found in the upstream region of thenicotinamide nucleotide transhydrogenase (*Nnt*) gene, where B2 insertion again downregulates the neighboring gene (fig. 7). The Nnt protein plays an important role in energy production and removal of reactive oxygen species in mitochondria (Hoek and Rydstrom 1988) and is implicated in diseases such as cancer (Albracht et al. 2011).

Genome-wide analysis of published ChIP-seq data revealed significant enrichment of B2 copies at boundaries of H3K9ac, H3K36me3, and H3K79me2 regardless of insertional polymorphism. Thus, it is conceivable that B2 copies carry a potential boundary activity, and consequently their retrotransposition can create new boundaries, some of which can be fixed later in the population. Based on our data on the allelic difference in the gene expression and chromatin states, it is speculated that in the ancestral state before the insertion of a B2 copy in a DNA hypomethylated and histone hyperacetylated promoter region, genes are expressed at a high level, and the expansion of the active chromatin becomes inhibited when a B2 copy invades this region. This scenario implies that B2 copies have reduced gene expression levels via retrotransposition into promoter regions during the course of rodent evolution. Note that this is not the phenomenon of gene silencing by heterochromatin formation, but rather it is reduction of expression by constraint of active chromatin. Whereas LTR retrotransposon insertions can induce heterochromatin formation and gene silencing (Rebollo et al. 2011), B2 insertions do not serve as a nucleation center for heterochromatin.

Regarding the proteins involved in the boundary formation at B2 copies, we found that the CTCF protein binds to the B2 copies at *Arcn1* and *Nnt*. Moreover, polymorphic and non-polymorphic B2 copies together constituted 16% of CTCF binding sites in ESCs; this finding extends from previous work indicating that B2-related SINEs generated CTCF (and ADNP) binding sites distributed within genomes (Bourque et al. 2008; Schmidt et al. 2012; Thybert et al. 2018; Kaaij et al. 2019), and suggests that B2-mediated proliferation of these binding sites is likely ongoing. However, in the case of the B2 copies at *Arcn1* and *Nnt*, we note that CTCF binding is not as strong as non-B2 CTCF sites. Moreover, the majority of B2 loci at boundaries of histone modifications did not bind to CTCF. Thus, CTCF-independent mechanisms of boundary formation also exist. TFIIIC is one of the basic complexes for Pol III transcription, binds to the B box in Pol III genes, and frequently resides within boundary regions (Noma et al. 2006; Raab and Kamakaka 2010; Yuen et al. 2017; Stutzman et al. 2020). In addition, because the consensus B2 sequences carry a TATA-box in the antisense orientation (fig. 1), it may be possible that bidirectional transcription by Pol III and Pol II promotes boundary formation, as suggested previously (Lunyak et al. 2007). We however note that B2 expression is very low in the tissue where we observed the B2-mediated boundaries.

While most SINE insertions are considered to be neutral (Lunter et al. 2006), some have exapted as *cis* regulatory elements (Bejerano et al. 2006; Sasaki et al. 2008; Franchini et al. 2011; Emera and Wagner 2012; Nakanishi et al. 2012; Nishihara et al. 2016). In all cases of such exaptation, SINE copies are divergent from the respective consensus sequences, indicating that accumulation of mutations are important for these SINEs to become functional. On the other hand, the sequences of *Arcn1*- and *Nnt-*neighboring B2 copies are almost identical to the consensus sequence of B2_Mm1a, with only a single nucleotide deletion and three nucleotide substitutions, respectively. In addition, many genomic B2 copies of young subfamilies provide binding sites for CTCF and/or ADNP. Therefore, B2 represents a case where the functionalization of a retrotransposon does not require subsequent mutations following retrotransposition. The activity of B2 to fine-tune gene expression by blocking the expansion of active chromatin provides evolutionary insights into the selective pressure for B2 retention in gene-rich genomic regions (Ichiyanagi 2013). Regarding B1 copies, which are also enriched in gene-rich regions, many were found at boundaries of H3K9ac, H3K36me3, and H3K79me2 (fig. 8). Whereas they did not bind to CTCF (fig. 9), some B1 copies have been shown to form a boundary by binding to the AHR and SNAI2 transcription factors (Roman et al. 2011). Therefore, it remains of interest to investigate whether Pol III, TFIIIC, or diverse TFs are involved in the functionalization of SINE families, which generates the epigenomic and transcriptomic diversity.

## Materials and Methods

### Identification of Polymorphic SINE Copies between the Two Strains

Sanger sequencing reads (typically 400–700 bp) obtained during the MSM genome sequencing (Takada et al. 2013) were compared to the B6 sequence by BLAST with options -gapopen 0 and -gapextend 1. Based on the sequence alignment, internal gap regions were extracted, where a sequence of 120 bp or longer was absent either in the reference or in the MSM sequence with its flanking regions being well aligned. Their sequences were analyzed by RepeatMasker (http://www.repeatmasker.org), and a SINE copy that occupied >80% of a gapped region were assigned as a polymorphic copy.

### Genome Sequence and Phylogenetic Analysis

Multiple alignment of 1,243 polymorphic B2 copies and 6,000 randomly selected genomic B2 copies (regardless of subfamily) was performed with Clustal Omega (Sievers et al. 2011). Using the alignment, a neighbor-joining (NJ) tree was constructed with MEGA5 (Tamura et al. 2011). The consensus sequence of B2_Mm1o was made from all sequences in the clade (fig. 2*B*, green), and the multiple alignment and NJ tree of the consensus sequences of the B2 subfamilies were generated with Clustal Omega and MEGA5, respectively. For re-annotation of genomic copies, the sequences of all B2 copies were obtained from the UCSC genome browser. RepeatMasker was run for these sequences using a custom library containing the consensus sequences of B2_Mm1a, B2_Mm1t, B2_Mm1o, and B2_Mm2. Statistics of nucleotide divergence from the respective consensus sequences were analyzed using the RepeatMasker outputs.

### Northern Blot Analysis

RNA samples were prepared from tissues using ISOGENE reagent (Nippon Gene), then ran on a 5% denaturing polyacrylamide gel, transferred onto a Hybond-XL membrane (GE Healthcare), and crosslinked by UV irradiation of 120 mJ. A radiolabeled probe was generated by 5'-end labeling of a synthetic oligonucleotide complementary to the 128–153 region of B2_Mm1a (5′-AGTACACTGTAGCTGTCTTCAGACAC-3′), where no nucleotide variation was found in the four consensus sequences. The membrane was incubated with the radiolabeled probe in Rapid-hyb Buffer (GE Healthcare) at 55°C for overnight. The membrane was then washed once with 2× SSC at 55°C for 10 min, then washed twice with 0.5× SSC at 55°C for 10 min. Radioactivity was detected on BAS2000 (Fuji Xerox). As an internal control, oligonucleotide probe (5′-CCTGCTCCGTTTCCGACCTG-3′) that hybridizes to 7SL RNA (191–210 of the 299 nt RNA) was used.

### Medium Length RNA-Seq (melRNA-Seq)

RNA from whole testes was prepared by using ISOGENE. Six hundred nanograms of RNA was either treated with 25 U of tobacco alkaline phosphatase (TAP) (Epicentre) for 1.5 h at 37°C or remained untreated for controls, and the reaction was stopped by phenol-chloroform extraction and ethanol precipitation. Another 600 ng of the total intact RNA was treated with 20 U of 5' polyphosphatase (Epicentre) for 30 min at 37°C, and the reaction was stopped by phenol-chloroform extraction and ethanol precipitation. TruSeq Small RNA Library Preparation Kit (Illumina) was then used for constructing sequence libraries; libraries were run on a 2% agarose gel and DNA fragments of 240–380 bp (corresponding to an insert size of 115–255 bp) were purified from the gel. After quantification, the libraries were sequenced on a MiSeq with MiSeq Reagent Kit v2 (Illumina) for 300 cycles using the 300 bp single-end mode, yielding about 3 million reads for each library (supplementary table S4, Supplementary Material online). The adaptor sequence was removed from the 3’ end of the reads by Cutadapt (Martin 2011), and reads that did not contain the adaptor sequence were discarded. The retained reads were used for RepeatMasker analysis. The results obtained from the TAP- and 5' polyphosphatase-treated libraries were very similar.

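Over the 679 names with a read in either testis library, Pearson's r of log10(RPM + 1) between the TAP and 5' polyphosphatase libraries was 0.879 and Spearman's rho was 0.815. These values are across names, which are not independent replicates. Without the log, Pearson's r fell to 0.190. Within classes, r was 0.914 over 35 SINE names, 0.910 over 157 snoRNA names, 0.866 over 174 tRNA names and 0.813 over 13 snRNA names. It was 0.667 over 72 LINE names and 0.453 over 184 LTR names, most of which had few reads. The levels themselves differed. Per 5.8S rRNA read, the TAP library held 0.577 times as much 5S rRNA as the 5' polyphosphatase library (95% interval from the read counts 0.565 to 0.589), though 1.22 times as much per sequenced read. It held 0.223 times as much B1 (0.203 to 0.245) and 0.299 times as much B2 (0.274 to 0.325). Box C/D snoRNAs stood at 0.0747 times their level after 5' polyphosphatase (0.0741 to 0.0752). U1, U4 and U5 snRNA together were 20.8 times higher after TAP (20.0 to 21.6), with 142835 reads against 2664. Most of these reads were U5 snRNA, which was 27.4 times higher (26.2 to 28.7), while U1 snRNA was 3.92 times higher (3.50 to 4.40) and U4 snRNA 1.29 times (1.15 to 1.44).

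**Figure D2:**
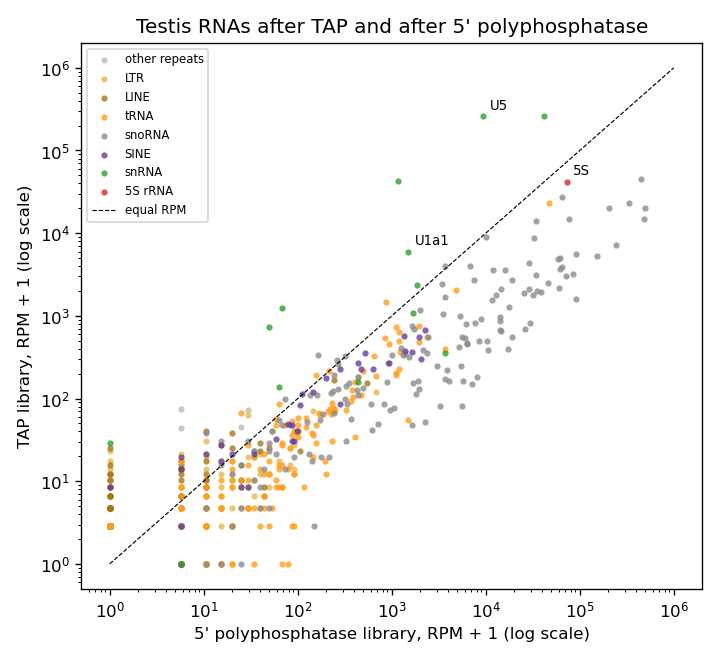
Level of each listed repeat or RNA in the 5' polyphosphatase library (x axis) and the TAP library (y axis) of testis, both as RPM + 1 on a log scale. Each point is a name, coloured by class, and the dashed line marks equal RPM; U5 snRNA lies 27.4 times above the line in RPM.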

For preparation of the melRNA-seq libraries for spermatogonia, the cells were purified from the testes of B6 mice at postnatal day 7 by EpCAM labeling and cell sorting as described previously (Ichiyanagi et al. 2011). RNA was prepared by using ISOGENE, and 500 ng of RNA was treated with 25 U of RNA 5' Pyrophosphohydrolase (RppH, New England Biolab) for 1 hour at 37°C. The reaction was stopped by phenol–chloroform extraction and ethanol precipitation. Sequencing libraries were constructed by using NEBNex Small RNA Library Prep kit (New England Biolab), size-selected by gel electrophoresis, and sequenced on a MiSeq with MiSeq Reagent Kit v2 (Illumina) in the 300 bp single-end mode, yielding about 6 million reads for each library (supplementary table S4, Supplementary Material online). After removal of the adaptor sequence, these sequence reads were analyzed by RepeatMasker. 

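In the deposited counts, 128548 reads of spermatogonia replicate 1 and 96291 reads of replicate 2 were assigned to B2_Mm1a, B2_Mm1t, B2_Mm1o and B2_Mm2, 224839 reads in all. A further 17461 reads of both replicates were assigned to B3 and B3A, which are listed apart from B2.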

Out of ∼11 million reads, about 250,000 reads were assigned as B2. The reads were then mapped to the reference genome using Hisat2 (Kim et al. 2019) to identify their genomic origins. About 100,000 reads were uniquely mapped (i.e. 40% mappability).

### DNA Methylation Analysis

Genomic DNA was prepared from spermatogonia, sperm, and somatic tissues using standard procedure, subjected to C-to-U bisulfite conversion, and subjected to touch-down PCR as previously described (Ichiyanagi et al. 2011). PCR products were cloned into pGEM-T easy vectors and at least 16 clones were sequenced for each locus.

### Chromatin Immunoprecipitation and Sequencing (ChIP-Seq)

Adult livers of B6, MSM, and F1 hybrid mice were minced into small pieces and fixed with 1% formaldehyde at room temperature for 15 min, and the fixation was stopped using glycine. Chromatin was prepared using the EpiSeeker ChIP Kit (Abcam) and incubated with anti-H3K9ac antibody (ab4441, Abcam). Chromatin was recovered using Dynabeads Protein G (Thermo Fisher Scientific), subjected to reverse crosslinking, and treated with proteinase K. ChIP-seq libraries were generated with the NEBNext Ultra DNA Library Kit (New England Biolabs) and sequenced on HiSeq2500 using the 50 bp paired-end mode. Approximately 40–90 and 22–70 million read pairs were yielded for ChIP samples and inputs, respectively (supplementary table S4, Supplementary Material online). Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used for adaptor trimming, and Bowtie 2 (Langmead and Salzberg 2012) was used for mapping onto the reference genome (mm10) with the option “–maxins 10000” to efficiently map the MSM-derived reads around the indels. SNP data (Takada et al. 2013) was obtained from https://molossinus.brc.riken.jp/pub/MSM_2015.

### Gene Expression Analysis

RNA samples were prepared from tissues using ISOGENE (Nippon Gene), and cDNA was synthesized using PrimeScript RT (Takara Bio) and quantified by quantitative PCR with SYBR Premix (Takara Bio) using the Thermal Cycler Dice system (Takara Bio). For allelic comparison, cDNA was amplified by PCR and the products were sequenced using BigDye v3 (Thermo Fisher Scientific).

### Analysis of Published ChIP-Seq and WGBS Data

ChIP-seq peak positions for H3K9ac, H3K27ac, H3K4me1, H3K4me3, H3K36me3, H3K79me3, and H3K27me3 determined by the ENCODE project were downloaded from the UCSC genome browser (https://www.genome.ucsc.edu). Using RepeatMasker output downloaded from the UCSC genome browser, the genomic densities of SINEs, LINEs, and LTRs around the peak boundaries were calculated by a perl script.

ChIP-seq data for CTCF in liver (GSM4579731), for CTCF and ADNP in ES cells (GSE125129) (Kaaij et al. 2019), and for CTCF and CFCFL in round spermatids (GSM1817673 and GSM1817674) (Pugacheva et al. 2015) were obtained from Gene Expression Omnibus (GEO). After adaptor trimming by Trim Galore, the reads were mapped using Bowtie 2, and peaks were identified using MACS2 (narrowPeak) (Feng et al. 2012). Peak summits that resided within SINE copies were identified using BEDTools.

Whole-genome bisulfite shotgun sequencing data for spermatogonia (DRX020997) (Kubo et al. 2015) and ESCs (GSE41923) (Habibi et al. 2013) were downloaded from DDBJ sequence read archive (DRA) and GEO, respectively. After adaptor trimming by Trim Galore, the read mapping and calculation of methylation levels of individual CpG sites were carried out by bismark (Krueger and Andrews 2011).

These datasets are summarized according to the tissues and cells in supplementary fig. S6 (Supplementary Material online).

### Data Availability

All data generated for this paper has been deposited at NCBI GEO with the accession numbers, GSE156315 (melRNA-seq data) and GSE156316 (H3K9ac CHIP-seq data).

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

msab033_Supplementary_Data Click here for additional data file.

# Supplementary material for: B2 SINE Copies Serve as a Transposable Boundary of DNA Methylation and Histone Modifications in the Mouse
**Source:** Mol Biol Evol. 2021 Feb 16;38(6):2380–95. doi: 10.1093/molbev/msab033
**Supplement:** msab033_Supplementary_Data

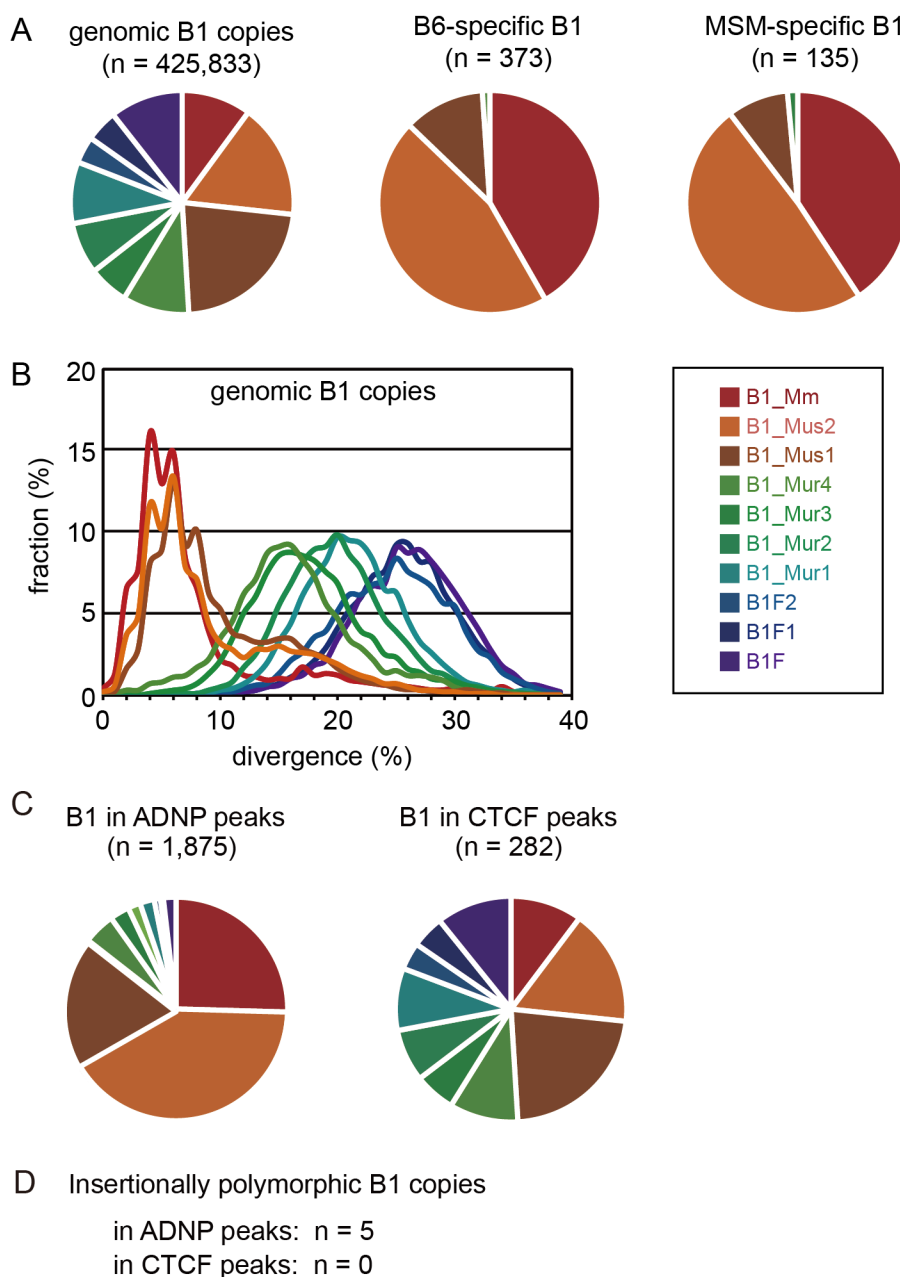

**Figure S1.** Statistics of genomic and polymorphic B1 copies.

**A.** Pie chart representations of the numbers for genomic (left), B6-specific (middle) and MSM-specific (right) B1 copies categorized by subfamily (see legend for color codes). **B.** Divergence of genomic B1 copies from the respective consensus sequences. **C.** Pie chart representations of the numbers for ADNP- and CTCF-bound B1 copies. **D.** The numbers of ADNP- and CTCF-bound polymorphic B1 copies.

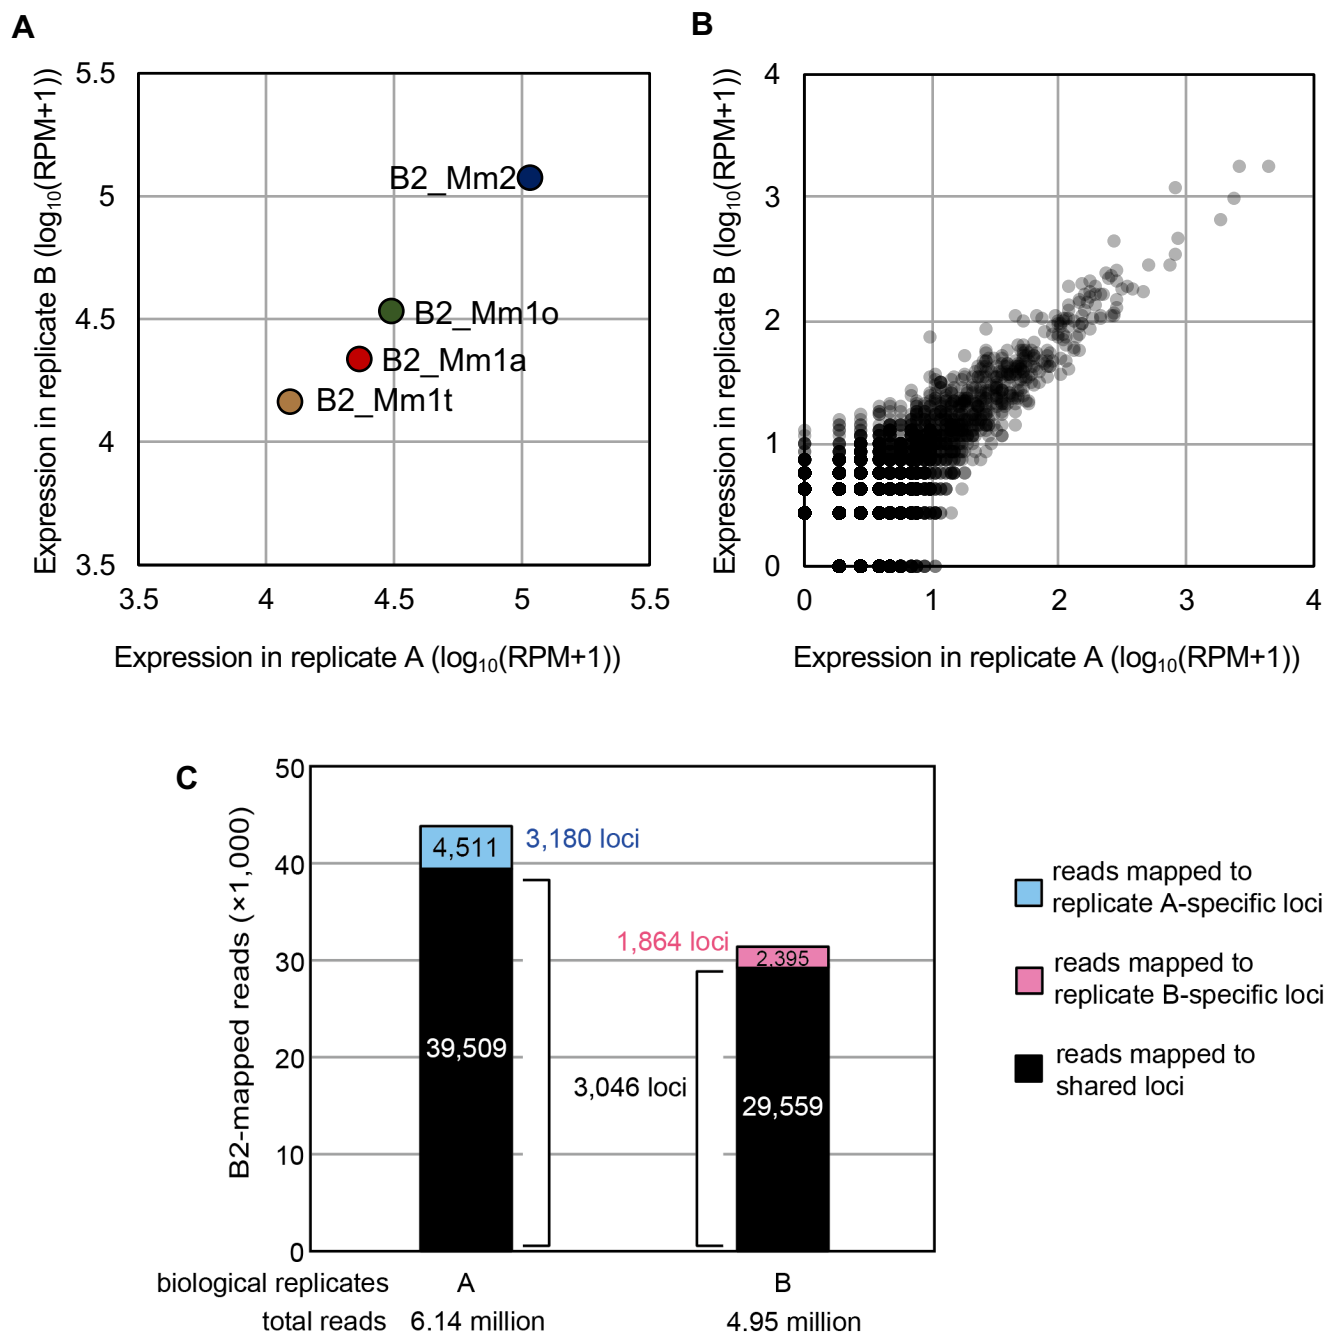

**Figure S2.** Reproducibility of melRNA-seq.

**A.** Scatter plot of  $\log_{10}$  expression levels of B2 subfamilies in the two biological replicates. **B.** Scatter plot of  $\log_{10}$  expression levels of individual B2 loci in the replicates. **C.** melRNA-seq data for spermatogonia were obtained from two replicates. 

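In replicate 1 the level of B2_Mm2 was 64602 RPM, that of B2_Mm1o 18109.7 RPM, that of B2_Mm1a 13814.5 RPM and that of B2_Mm1t 7396 RPM. In replicate 2 these levels were 116798 RPM, 33719 RPM, 21702.5 RPM and 14532 RPM. Replicate 2 was higher for all 4 subfamilies, by 1.81 times for B2_Mm2, 1.86 times for B2_Mm1o, 1.57 times for B2_Mm1a and 1.96 times for B2_Mm1t. The order of the subfamilies was the same in both replicates.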

The number of B2-mapped sequencing reads from shared loci are colored black. Those from replicate A-specific and B-specific loci are colored blue and pink, respectively. Most of the replicate-specific loci disclosed only one or two mapped reads, whereas mapped reads from highly expressed loci were detected in both libraries (see also panel B). Total number of MiSeq sequencing reads are shown on the bottom.

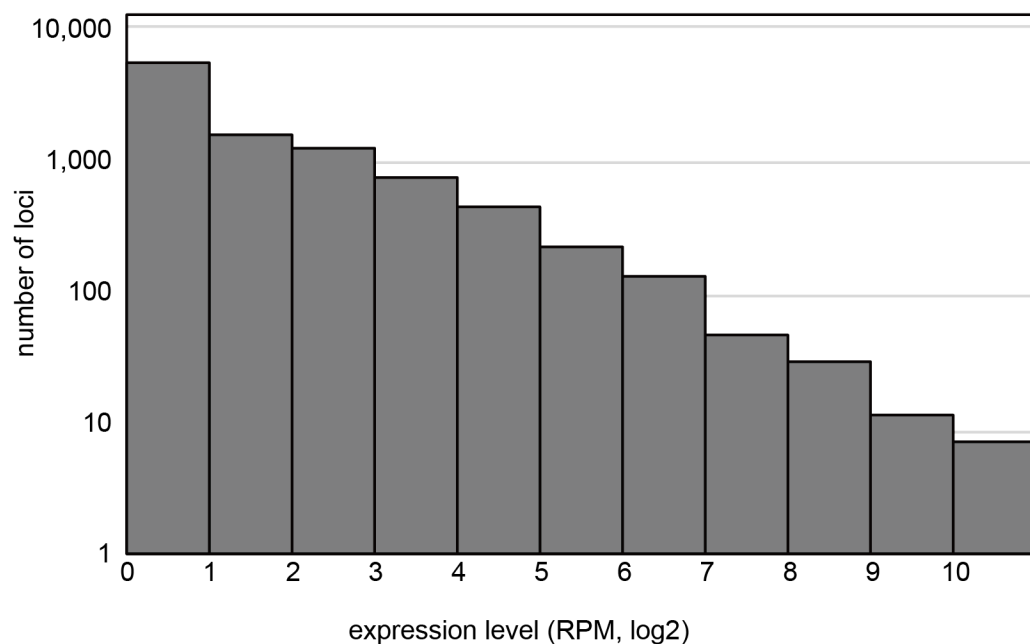

**Figure S3.** The Power-law pattern of expression for B2 loci.

The numbers of loci in log scale are shown for B2 loci categorized by RPM (reads per million 5.8S rRNA reads) in log scale. The RPMs of individual loci were calculated by using uniquely mapped reads only.

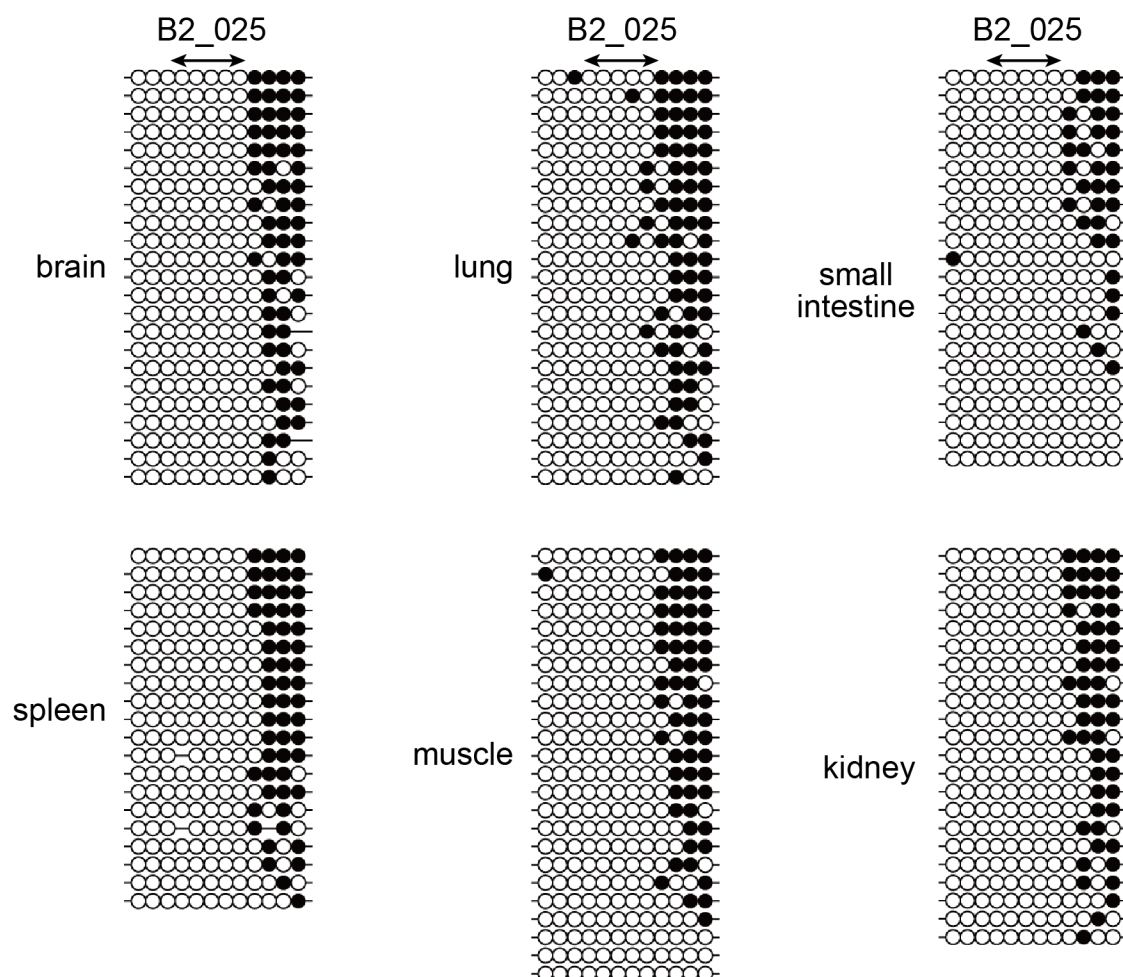

**Figure S4.** B2\_25 is located at the DNA methylation boundary in a variety of tissues. Bisulfite-PCR sequencing data for tissues are shown. Open and closed circles represent unmethylated and methylated CpG sites, respectively. Each horizontal line represents a single PCR clone. The position of the B2\_25 insertion is indicated by an arrow. Tissues are indicated on the left.

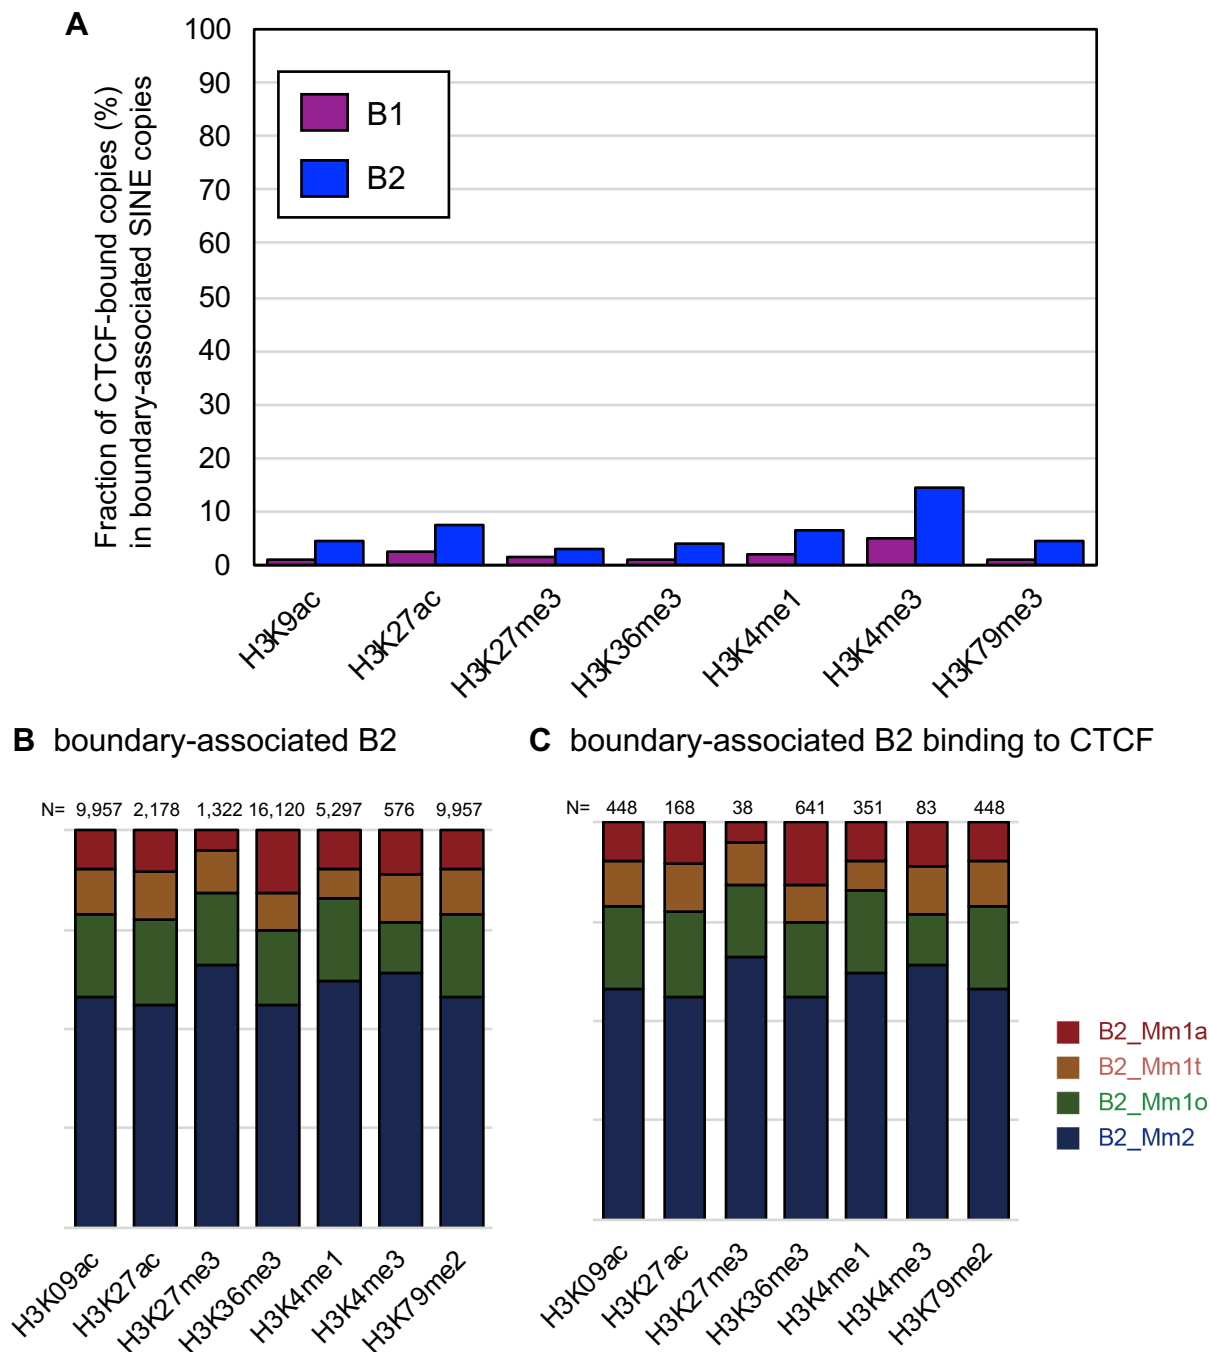

**Figure S5.** CTCF binding and boundary of histone modification at SINEs.

**A.** Fraction of CTCF-bound copies in boundary-associated SINE copies (which reside within 200 bp from a ChIP-seq peak end) are presented in purple and blue for B1 and B2, respectively. **B.** Fraction of each B2 subfamilies for loci associated with boundaries. **C.** Fraction of each B2 subfamilies for loci associated with boundaries and CTCF. The total number of B2 loci are shown on the top.

|            |                                    |                                                                                                                                                                                                                 |
|------------|------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| germ cells | liver<br>(adult)                   | H3K9ac (this study, GSE156315)<br><br>various histone modifications (ENCODE)<br><br>CTCF (GSM4579731)<br><br>Locus-specific bisulfite PCR (this study)<br><br>RT-PCR (this study, <i>Arcn1</i> and <i>Nnt</i> ) |
|            | spermatogonia<br>(postnatal day 7) | meRNA-seq (this study, GSE156316 )<br><br>BS-seq (DRX020997)<br><br>Locus-specific bisulfite PCR (this study)                                                                                                   |
|            | spermatids<br>(adult)              | CTCF, CTCFL (GSM1817673, GSM1817674)                                                                                                                                                                            |
|            | spermatozoa<br>(adult)             | Locus-specific bisulfite PCR (this study)                                                                                                                                                                       |
|            | whole testis<br>(postnatal day 7)  | meRNA-seq (this study, GSE156316)                                                                                                                                                                               |
|            | whole testis<br>(adult)            | RT-PCR (this study, <i>Arcn1</i> )                                                                                                                                                                              |
|            | ES cells                           | CTCF, ADNP (GSE125129)<br><br>BS-seq (GSE41923)                                                                                                                                                                 |
|            |                                    |                                                                                                                                                                                                                 |
|            |                                    |                                                                                                                                                                                                                 |
|            |                                    |                                                                                                                                                                                                                 |

**Figure S6.** Tissues and cells used for meRNA-seq, ChIP-seq, BS-seq, bisulfite-PCR, and RT-PCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

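The melRNA-seq data comprise 5 libraries of mouse RNA: whole testis without enzyme, after TAP and after 5' polyphosphatase, with 1 library each, and spermatogonia after RppH with 2 replicates. Conditions were taken from the sample labels, the paper's methods and Table S4. The age of the testes, postnatal day 7, comes from Fig. S6. For spermatogonia the labels and the methods give different amounts of RNA, and the methods were followed.

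The values used are counts, which the authors deposited as the number of reads per repeat or RNA name in each library, without normalization. To make them, the authors sequenced the libraries on a MiSeq, removed the 3' adaptor with Cutadapt, discarded reads without it and assigned the others with RepeatMasker, to whose B2 subfamilies they added B2_Mm1o. The paper's text does not name the versions of Cutadapt and RepeatMasker, or the repeat library used for these reads. The counts carry no genomic positions, so no coordinates are given. The untreated and 5' polyphosphatase tables have 1 line each with a name and no count, which was skipped. No other columns of samples were present.

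From these counts, levels were computed as RPM (reads per 1000000 5.8S rRNA reads of the same library), the unit of the paper, and shares as a percent of the sequenced reads of Table S4. B1 was the sum of B1_Mm, B1_Mus1, B1_Mus2, B1_Mur1 to B1_Mur4, B1F, B1F1 and B1F2; B2 that of B2_Mm1a, B2_Mm1t, B2_Mm1o and B2_Mm2; B3 that of B3 and B3A; B4 that of B4 and B4A; and ID that of all names beginning with ID. Of the 352 repeat names in the testis tables, 270 have a class in the spermatogonia tables, and the class of the others was set from the beginning of the name. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

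Between 2712840 and 3307056 reads per testis library and between 5209661 and 6426081 reads per spermatogonia library were sequenced, and from 32.3% to 49.3% of them were assigned to a name. Shares in a library are given with Wilson 95% intervals, and ratios between libraries with 95% intervals from the log ratio, whose variance is the sum of the reciprocal counts. The smallest count taken as present was 3 reads, and a ratio to a library at or under 3 reads is a lower bound. Correlations were computed over names with log10(RPM + 1). The spermatogonia replicates were compared with a chi-square test over names with at least 10 reads in total. No model across names was fitted and no test between tissues or treatments was made, because each testis treatment has 1 library.

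The ratio intervals, the chi-square statistic and the correlation were tested on simulated data drawn from the spermatogonia counts. With 200 names changed 4-fold, 93.5% of the intervals of the changed names covered the simulated ratio, and 95.2% of the intervals of the 252 unchanged names covered 1. For simulated copies of the same library, the chi-square statistic was 1.01 times its degrees of freedom over 515 names, and Pearson's r was 0.979 over 944 names.

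The names given in the text were set by a rule written without sight of their values: every repeat or family the paper names, U1 to U6 snRNA, 7SK, 7SL and 4.5S RNA, the LINE and LTR totals, and the 5 other names with the largest ratio of TAP to untreated, among those with at least 100 reads after TAP, and of spermatogonia to testis after TAP, among those with at least 100 reads in each replicate and a ratio on the same side of 1 in both. No name for 7SL or 4.5S RNA is listed, 7SK is listed only for testis and U2 snRNA only for spermatogonia. U3 has at most 1 read per testis library. The set of capped snRNAs planned as U1, U2, U4 and U5 was therefore U1, U4 and U5. U7 snRNA, Y1 and Y3 RNA, PB1 and FAM monomers, the snoRNA classes, the tRNA total and the names in the testis tables that do not identify an RNA were added after their values were seen. The alternatives changed the denominator, the testis library, the members of a family, the pseudocount, the minimum number of reads and the replicates used. Results on individual B2 loci, DNA methylation and ChIP-seq were not analysed here.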

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

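No group had 4 or more samples, so no library was tested as an outlier, and the tests of caps and of fragments were set before their results were seen, while U7 snRNA and the values for single snRNAs after 5' polyphosphatase were chosen after. The following RNAs, on which the paper gives no values, were higher per 5.8S rRNA read in testis after TAP than in the untreated library, which served as the control.

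U1, U4 and U5 snRNA together were 19.9 times higher after TAP than without enzyme (95% interval 19.3 to 20.5), with 142835 reads against 4236. U7 snRNA was 12.1 times higher (7.64 to 19.2), with 390 reads against 19. With all sequenced reads as the denominator the ratios were 32.1 and 19.6, so the direction did not rest on 5.8S rRNA. After 5' polyphosphatase neither was distinguishable from the untreated library, with ratios of 0.956 (0.910 to 1.00) for U1, U4 and U5 and 0.80 (0.372 to 1.72) for U7, although per sequenced read the ratios were 0.730 and 0.611. The members of the sum differed, since after 5' polyphosphatase U1 rose 1.84 times (1.56 to 2.16) and U5 stood at 0.896 times the untreated level (0.847 to 0.948). A candidate explanation is the enzyme: TAP opens caps and 5' polyphosphatase does not. It predicted that the ratio of TAP to 5' polyphosphatase for U1, U4 and U5 would be more than 2 times that of 5S rRNA, B1 and B2, which are made by Pol III, and it was 36.1 times the largest of these. The rise of U1 after 5' polyphosphatase is not accounted for by this explanation. The sum was dominated by U5, and U4 alone rose only 1.15 times (1.05 to 1.27) after TAP. Many testis snRNA reads have names that do not identify an RNA, so the levels of U1, U2 and U4 are uncertain. The treatments also differ in the amount of enzyme and in time, and each is a single library, so the enzyme cannot be told apart from these differences. No biological explanation was tested.

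7SK RNA was 3.44 times higher after TAP (3.14 to 3.76), and 5.55 times higher with all sequenced reads as the denominator. It also rose after 5' polyphosphatase, 2.29 times (2.05 to 2.54). No explanation was tested for it.

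LINE reads were 1.22 times higher after TAP (1.05 to 1.42), with 504 reads against 244, and 1.97 times higher with all sequenced reads as the denominator. LINE and LTR sequences are mostly carried by long transcripts, so their rise was used to test whether the B1 and B2 reads after TAP could be fragments of long Pol II transcripts, in which case B1 and B2 would rise by no more than 2 times as much. The rise of B1 was 1.56 times that of LINE (95% interval 1.25 to 1.94) and 2.28 times that of LTR (1.88 to 2.78), so that for B1 the outcome depended on the comparator and fragments could not be ruled out for part of its reads. The rise of B2 was 2.63 times that of LINE (2.10 to 3.28) and 3.85 times that of LTR (3.14 to 4.71), more than predicted if all its reads were fragments. These quotients do not depend on the 5.8S rRNA count. They cannot rule out fragments for part of the B2 reads either, since B2 had 538 RPM without enzyme against 1720.1 RPM after TAP. Per 5.8S rRNA read LTR reads did not rise, with a ratio of 0.831, while per sequenced read the ratio was 1.34. No biological explanation was tested for the LINE reads.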

How the results depend on the processing

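The alternatives were set before the data were examined, except the exchange of 5.8S rRNA counts, the totals written in the deposited counts and the inclusion of B3 in B2, which were chosen after seeing the data. Of 73 alternative values for 18 results, 35 stayed within the replicate SD, the confidence interval or the side of the threshold of the main value, and 38 did not. The cause of a change was not tested. Of the 35, 16 left out a spermatogonia replicate, which cannot move a mean of 2 by more than its SD and shows no stability. The same holds for those of the 35 that pooled the reads of both replicates, since a pooled share lies between the replicates.

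With all sequenced reads in place of 5.8S rRNA reads, the ratio of TAP to untreated testis was 6.69 for 5S rRNA, 3.07 for B1 and 5.17 for B2, and with all assigned reads it was 7.63, 3.50 and 5.90. With 5' polyphosphatase in place of TAP it was 7.18, 8.52 and 10.7. With the 5.8S rRNA count of the TAP library used for the untreated library and that of the 5' polyphosphatase library used for the TAP library, it was 18.1, 8.30 and 14.0. All of these ratios stayed above 1. Sequenced reads in place of 5.8S rRNA reads multiply the ratio of TAP to untreated of every RNA by 1.62, and assigned reads by 1.84, so these alternatives move all RNAs together.

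The ratio of spermatogonia to testis was 7.17 for B1 and 25.2 for B2 with 5' polyphosphatase in place of TAP, 67.9 and 122.9 after subtracting the untreated RPM from the TAP RPM, and 12.5 and 32.8 with the exchanged 5.8S rRNA counts. With all sequenced reads, all assigned reads or 5S rRNA reads as the denominator it stayed within the SD of the ratio per 5.8S rRNA read, from 19.2 to 39.5 for B1 and from 51.5 to 112.1 for B2. All of these ratios were above 1.

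As a share of all assigned reads, 5S rRNA was 0.275% in untreated and 2.10% in TAP-treated testis, and B1 and B2 were 1.21% and 4.45% in spermatogonia. With the total written in the deposited counts, 5S rRNA was 0.108% in untreated testis. With B3 included, B2 was 2.07% in spermatogonia.

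In the TAP library of testis in place of spermatogonia, the youngest B1 subfamilies had 82.8% of B1 reads, and B2_Mm1a with B2_Mm1t, B2_Mm1o and B2_Mm2 had 28.5%, 32.2% and 39.3% of B2 reads. With PB1 and FAM monomers as B1, the youngest subfamilies had 87.5% in spermatogonia.

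Pearson's r between TAP and 5' polyphosphatase was 0.190 without the log, 0.757 with a pseudocount of 0.1, 0.830 over names with at least 10 reads in each library and 0.914 over SINE names. Between the spermatogonia replicates it was 0.874 with a pseudocount of 0.1, 0.973 over names with at least 10 reads in each and 0.992 over SINE names. The ratio of U1, U4 and U5 snRNA after TAP to that after 5' polyphosphatase was 54.3 per assigned read and 36.1 per 5S rRNA read.

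The 5 alternatives with 18S and 28S rRNA reads as the denominator were not run, because the testis tables list no such names. No paired analysis was possible because the testis treatments have 1 library each and no test between groups was made. Depth limits the untreated testis values most, since they rest on 209 reads of B1 and 170 of B2.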

Differences from the paper's values

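The paper's increase of 5S rRNA after TAP, normalized by 5.8S rRNA, is 18-fold, while the ratio from the deposited counts was 4.14. None of the alternatives set before the data were examined closed the gap: the ratio was 6.69 with all sequenced reads, 7.63 with all assigned reads and 7.18 with 5' polyphosphatase in place of TAP. With the 5.8S rRNA count of the TAP library used for the untreated library and that of the 5' polyphosphatase library used for the TAP library, a setting chosen after seeing the values, the ratio was 18.1.

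For the levels that the paper shows only in figures, no alternative was set before the data were examined, and the exchange of 5.8S rRNA counts, chosen after seeing the values, was the setting run for testis. The paper's 5S rRNA level is about 6000 RPM untreated and about 110000 RPM after TAP in Fig. 4D, read by eye, against 10100.5 RPM and 41821 RPM here, and 5957 RPM and 107776 RPM with the exchanged counts. The paper's level of B1 in untreated testis is about 390 RPM in Fig. 4E, read by eye, against 661 RPM here and 389.9 RPM with the exchanged counts. For B2 in untreated testis the paper has about 340 RPM in Fig. 4E, read by eye, against 538 RPM here and 317 RPM with the exchanged counts. After TAP the paper has about 3200 RPM for B1 in Fig. 4E, read by eye, against 1256 RPM here and 3236 RPM with the exchanged counts. For B2 after TAP it has about 4400 RPM in Fig. 4E, read by eye, against 1720.1 RPM here and 4433 RPM with the exchanged counts. For B3 it has about 2100 RPM in Fig. 4E, read by eye, against 800.3 RPM here and 2063 RPM with the exchanged counts. For B4 it has about 1200 RPM in Fig. 4E, read by eye, against 468 RPM here and 1207 RPM with the exchanged counts.

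The paper's ratio of spermatogonia to testis is 10-fold for B1 and 40-fold for B2, against 32.2 and 84.5 here. Each ratio was compared with the paper's by its own SD and by a factor of 1.5. Among the alternatives set before the data were examined, the B1 ratio came within either of these of the paper's with 5' polyphosphatase in place of TAP, at 7.17 ± 3.88 (SD, n = 2). It did not with all sequenced reads (25.4 ± 2.55), all assigned reads (19.2 ± 5.30) or 5S rRNA reads (39.5 ± 17.4) as the denominator, after subtracting the untreated level (67.9 ± 36.8), or in replicate 1 (19.8) or replicate 2 (44.5) alone. The B2 ratio came as close with all assigned reads, at 51.5 ± 6.32 (SD, n = 2). It did not with all sequenced reads (69.0 ± 3.86) or 5S rRNA reads (112.1 ± 64.6) as the denominator, with 5' polyphosphatase in place of TAP (25.2 ± 10.2), after subtracting the untreated level (122.9 ± 49.5), or in replicate 1 (60.4) or replicate 2 (108.6) alone. With the exchanged 5.8S rRNA counts, chosen after seeing the values, the ratios were 12.5 for B1 and 32.8 for B2. For spermatogonia the paper has about 41000 RPM for B1 and about 150000 RPM for B2 in Fig. 4F, read by eye. The levels here, 40390 RPM and 145337 RPM, were close to these, so the differences were in the testis levels after TAP.

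For replicate A of spermatogonia, whose total number of reads in Fig. S2C matches replicate 1, the paper's level of B2_Mm2 is about 110000 RPM in Fig. S2A, read by eye, against 64602 RPM here. That of B2_Mm1o is about 31000 RPM in Fig. S2A, read by eye, against 18109.7 RPM here, and that of B2_Mm1a is about 23000 RPM in Fig. S2A, read by eye, against 13814.5 RPM here. That of B2_Mm1t is about 12000 RPM in Fig. S2A, read by eye, against 7396 RPM here. For replicate 2 the paper's levels are about 120000 RPM for B2_Mm2, about 34000 RPM for B2_Mm1o, about 22000 RPM for B2_Mm1a and about 15000 RPM for B2_Mm1t in Fig. S2A, read by eye, against 116798 RPM, 33719 RPM, 21702.5 RPM and 14532 RPM here, so the differences were in replicate 1. No alternative was run for these levels.

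The methods state that the TAP and 5' polyphosphatase libraries of testis gave very similar results. In the deposited counts, U1, U4 and U5 snRNA were 20.8 times higher after TAP than after 5' polyphosphatase per 5.8S rRNA read, and B1 and B2 stood at 0.223 and 0.299 times their level after 5' polyphosphatase. Per sequenced read the ratio was 43.98 for U1, U4 and U5 snRNA, 0.471 for B1, 0.631 for B2, 1.03 for B3 and 1.58 for B4.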

Other observations

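The tests of the pairing of 5.8S rRNA counts, of the denominators of the spermatogonia replicates, and of tRNA and U6 snRNA in spermatogonia were chosen only after the results they concern were seen.

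The 5S rRNA, B1 and B2 levels of testis differ from those of Fig. 4D and Fig. 4E. A candidate explanation is that the figure pairs the 5.8S rRNA counts with other testis libraries than the deposited counts do. Of the 6 ways to pair the 3 deposited 5.8S rRNA counts with the untreated and TAP libraries, 1 pairing gave a 5S rRNA ratio that rounds to the paper's 18, with the TAP count for the untreated library and the 5' polyphosphatase count for the TAP library. The other pairings gave from 2.72 to 11.9. Whether that pairing is the better one for the libraries cannot be told from other RNAs, because it multiplies every ratio of TAP to untreated by 4.37. Box C/D snoRNAs moved from 0.118 to 0.516, nearer to 1, while tRNA moved from 0.827 to 3.61 and LTR reads from 0.831 to 3.63, farther from 1. The values at the paper's claims use the counts as deposited.

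B1 and B2 were higher in spermatogonia than in testis after TAP per 5.8S rRNA read, and technical explanations were weighed. If the 5.8S rRNA denominator were the cause, the ratio with all sequenced reads would fall under 0.5 of the ratio per 5.8S rRNA read; it was 0.789 of it for B1 and 0.817 of it for B2. If the enzyme and kit were the cause, 5S rRNA would be expected to rise by at least 0.5 times as much as B2, and its ratio of spermatogonia to testis was 1.01. The replicates disagreed on this ratio, with 0.383 in replicate 1 and 1.63 in replicate 2. Of other RNAs, tRNA reads were 2.68 times higher in spermatogonia, well under the rise of B2, and U6 snRNA was 97.7 times higher, as much as B2. U1 snRNA was 26.1 times higher (11.3 in replicate 1 and 40.9 in replicate 2), close to the rise of B1. U6 and U1 cannot decide the question, because many snRNA reads of testis carry names that do not identify an RNA. The pattern therefore cannot be told apart from a difference between the libraries that also raised U6 and U1 snRNA. Fragments of long transcripts were not weighed, because spermatogonia have no untreated library to show which reads need no enzyme. LINE and LTR reads were also higher in spermatogonia, by 5.40 and 3.04 times, though less so than B1 and B2. A higher level of B1 and B2 RNA in spermatogonia remains as a hypothesis, as tissue, enzyme and kit changed together.

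The replicates of spermatogonia differed in B2 per 5.8S rRNA read by 1.80 times. A candidate explanation is a difference in the recovery of 5.8S rRNA, in which case other denominators would bring the ratio of replicate 2 to replicate 1 nearer to 1. It was 0.924 with all sequenced reads, 1.14 with 28S rRNA reads and 1.43 with box C/D snoRNA reads, the farthest from 1 of these. With 18S rRNA reads it was 1.05, but with 5S rRNA reads it was 0.421, farther from 1 than with 5.8S rRNA reads. Per 5.8S rRNA read, box H/ACA snoRNAs in replicate 2 stood at 0.845 times their replicate 1 level. As a denominator they also leave B2 farther from 1. U1, U4 and U5 snRNA together were 3.58 times higher in replicate 2, so B2 per such read lay under 1. All sequenced reads and 28S, 18S and box C/D reads thus go with a difference in 5.8S rRNA recovery. Reads of 5S rRNA and of box H/ACA snoRNAs go against it, so the explanation stays open. The level of 5S rRNA differed between the replicates too. No biological explanation was tested, as the replicates are of the same condition.

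After 5' polyphosphatase, the rise of B1 from the untreated library was 4.58 times that of LINE reads (95% interval 3.66 to 5.73), and the rise of B2 was 5.75 times that of LINE reads (4.55 to 7.26). These quotients were chosen after seeing those for TAP.

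In the testis TAP library, B1_Mm, B1_Mus2 and B1_Mus1 had 82.8% of the B1 reads (Wilson 95% interval 79.7% to 85.4%), while in the 5' polyphosphatase library they had 90.4%, outside that interval. B2_Mm2 had 39.3% of the B2 reads (36.2% to 42.5%), less than the share of either spermatogonia replicate, and B2_Mm1o had 32.2% (29.3% to 35.3%), more than either. The 5' polyphosphatase library had 38.8% for B2_Mm2 and 33.97% for B2_Mm1o, within the intervals of the TAP library.

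U5 snRNA was 24.6 times higher per 5.8S rRNA read after TAP than without enzyme. It was already listed by the rule that set the names given in the text. Names listed neither there nor in the paper, with at least 100 reads after TAP, were ranked by the same ratio. The 5 largest ratios belonged to 2 tyrosine tRNAs and 3 names that do not identify an RNA. The tRNAs, trna109 of chromosome 5 and trna191 of chromosome 14, had 391 and 268 reads after TAP and 1 read each without enzyme, so they were at least 76.9 and at least 52.7 times higher. They had 233 and 246 reads after 5' polyphosphatase. The others, snRNA_musculus, snRNA_RNA and scRNA_embryo, were 24.8, 22.9 and 17.5 times higher.

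The 5 other names with the largest ratio of spermatogonia to testis after TAP, with 3 reads in place of lower counts, were 28S and 18S rRNA and 3 tRNAs. The ratios for 28S and 18S rRNA, at least 133427 and at least 24965, rest on names that no testis library lists, and they cannot be told apart from a difference in the names used. The same holds for a cysteine tRNA, trna1029 of chromosome 6, with 961 and 553 reads in the replicates, which was at least 165.2 times higher. Another cysteine tRNA, trna1023 of chromosome 6, had 1949 and 1326 reads in the replicates and 2 reads in testis after TAP, so it was at least 370.5 times higher. A glycine tRNA, trna205 of chromosome 11, was 103.9 times higher, with 18 reads in testis after TAP.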
